# Protein and lipid homeostasis altered in rat macrophages after exposure to metallic oxide nanoparticles

**DOI:** 10.1007/s10565-019-09484-6

**Published:** 2019-07-27

**Authors:** Zahra Doumandji, Ramia Safar, Mélanie Lovera-Leroux, Sara Nahle, Hilary Cassidy, David Matallanas, Bertrand Rihn, Luc Ferrari, Olivier Joubert

**Keywords:** Zinc oxide nanoparticles, Zinc iron oxide nanoparticles, Iron oxide nanoparticles, Transcriptomics, Proteomics, NR8383

## Abstract

Metal oxide nanoparticles (NPs), such as ZnO, ZnFe_2_O_4_, and Fe_2_O_3_, are widely used in industry. However, little is known about the cellular pathways involved in their potential toxicity. Here, we particularly investigated the key molecular pathways that are switched on after exposure to sub-toxic doses of ZnO, ZnFe_2_O_4_, and Fe_2_O_3_ in the in vitro rat alveolar macrophages (NR8383). As in our model, the calculated IC_50_ were respectively 16, 68, and more than 200 μg/mL for ZnO, ZnFe_2_O_4_, and Fe_2_O_3_; global gene and protein expression profiles were only analyzed after exposure to ZnO and ZnFe_2_O_4_ NPs. Using a rat genome microarray technology, we found that 985 and 1209 genes were significantly differentially expressed in NR8383 upon 4 h exposure to ¼ IC_50_ of ZnO and ZnFe_2_O_4_ NPs, respectively. It is noteworthy that metallothioneins were overexpressed genes following exposure to both NPs. Moreover, Ingenuity Pathway Analysis revealed that the top canonical pathway disturbed in NR8383 exposed to ZnO and ZnFe_2_O_4_ NPs was eIF2 signaling involved in protein homeostasis. Quantitative mass spectrometry approach performed from both NR8383 cell extracts and culture supernatant indicated that 348 and 795 proteins were differentially expressed upon 24 h exposure to ¼ IC_50_ of ZnO and ZnFe_2_O_4_ NPs, respectively. Bioinformatics analysis revealed that the top canonical pathways disturbed in NR8383 were involved in protein homeostasis and cholesterol biosynthesis for both exposure conditions. While VEGF signaling was specific to ZnO exposure, iron homeostasis signaling pathway was specific to ZnFe_2_O_4_ NPs. Overall, the study provides resource of transcriptional and proteomic markers of response to ZnO and ZnFe_2_O_4_ NP-induced toxicity through combined transcriptomics, proteomics, and bioinformatics approaches.

**Electronic supplementary material:**

The online version of this article (10.1007/s10565-019-09484-6) contains supplementary material, which is available to authorized users.

## Introduction

At the nanoscale, matter is governed by quantum mechanics and could have new chemical and physical properties, different from the molecular counterpart (Schins et al. 2004). When the tiny size allows the nanoparticles (NPs) to be introduced into biological organisms by cellular internalization, the interaction NP-living takes place. This ability to interact makes NP a potent means of delivering and transporting substances at the cellular level to treat on a very small scale. In this way, industries tend to optimize new biological and biochemical applications. Contrariwise, the large specific surface area of NPs could induce severe adverse effects on the living, compared with their homologous macroscopic materials. Therefore, a deep analysis of cellular responses to nanomaterials is necessary before they can be safely used. It is in this perspective that we have studied the cytotoxic potential of ZnO, ZnFe_2_O_4_, and Fe_2_O_3_ NPs.

Nanoparticles of metal oxides are expressed, used, and consumed in large quantities in many countries. They are part of components of cosmetics, medical, electronics, and food products. Consequently, humans are repeatedly exposed to various NPs via inhalation (respiratory), ingestion (oral), or dermal (cutaneous) routes.

Their wide use must be challenged for the potential negative effects they can produce. Thus, it is urgent to assess the risk of different exposures to nanoparticles. Indeed, the nanoparticle-living interaction could result in biological damages (Alhadlaq et al. 2015; Eidi et al. 2012; Singh and Lillard 2009; Yang et al. 2015).

Industry’s reliance on nanotechnology involves the inhalation exposure of workers to multiple NPs within their manufactures. Although the human body has several barriers against the penetration of foreign inhaled substances, such as the nose that acts as a filter, some nanoparticles could be trapped in the pulmonary alveolar region (Oberdörster et al. 2005; Présumé et al. 2016). Thus, an interaction between NPs and pulmonary alveolar cells could occur (Buzea et al. 2007). In this context, this study allows us to analyze the cellular and molecular responses linked to the exposure of rat pulmonary alveolar cells (NR8383) to both ZnO and ZnFe_2_O_4_ NPs. NR8383 cells are relevant due to their immune functions and their ability of contact with foreign bodies (Hussain et al. 2012). In addition, experimental rat or mouse models have been validated by many studies as toxicity paradigm of airways (Ganguly et al. 2017; Gaté et al. 2017; Wallin et al. 2017). Moreover, in order to respect the three “R” of the ethical approach described by Russel and Burch in 1959 for reducing, replacing, and refining the use of animal testing, it seems important to develop in vitro models (Tannenbaum and Bennett 2015). In vitro study of different cell lines represents a promising tool for the implementing predictive devices of NPs (Alhadlaq et al. 2015). The present cellular model will help establish a correlation of deregulated genes and their associated molecular pathways and protein production to reveal the accentuated response biomarkers of ZnO and ZnFe_2_O_4_ NPs on that particular biological system.

The potential toxic effects of ZnO NP are known to be related to their solubility (Prach et al. 2013). Indeed, Zn ions could have negative impact on cellular homeostasis because there is a large panel of metalloproteins which are zinc dependent (Andreini et al. 2006), e.g., transcription factors. Studies have shown that Fe_2_O_3_ NPs can induce cell death (Brunner et al. 2006), while other studies showed that Fe_2_O_3_ induces no cytotoxicity (Chusuei et al. 2013). The ZnFe_2_O_4_ NPs were the least studied of the NP panel studied here. Thus, there is a lack in the literature on the potential toxic effects of ZnFe_2_O_4_. In this paper, this study provides information about the cytotoxic potential and for the first time the gene expression profile and proteome changes of cells exposed to ZnFe_2_O_4_ NPs.

The aim of this study is (i) to evaluate and compare the cytotoxicity of ZnO, ZnFe_2_O_4_, and Fe_2_O_3_ NPs in rat macrophage alveolar NR8383 cells, (ii) to measure the deliverable dose of NPs to NR8383 cells, and (iii) to analyze in these cells the consequence of sub-toxic NPs exposure on transcriptome and proteome profiles.

## Materials and methods

### Nanoparticles

Uncoated zinc oxide (ZnO) NPs were obtained from the Joint Research Center (JRCNM110). ZnO NPs main physicochemical characteristics were as follows: primary particle size of 158 nm; specific surface area of 12 m^2^/g (Table 1). The zinc ferrite oxide NPs (NanoAmor® ZnFe_2_O_4_, NRCWE-021) were obtained from Dr. Ulla Vogel (National Research Center for the Working Environment, NRCWE, Copenhagen). The main physicochemical characteristics of NanoAmor® ZnFe_2_O_4_ NP containing 5–10 wt.% ZnO and 10–15 wt.% Fe_2_O_3_ were as follows: particle size of 15–30 nm and specific surface area of 87.7 m^2^/g (Table 1). The iron oxide NPs (NanoAmor Fe_2_O_3_, NRCWE-018) were also from NRCWE (Copenhagen) with the following main physicochemical properties: particle size of 30–50 nm; specific surface area of 27.7 m^2^/g (Table 1).

**Table 1:** Physical-chemical properties of nanoparticles studied by Joint Research Center (JRC) or the National Research Centre for the Working Environment (NRCWE), in Denmark, Copenhagen

	ZnO	ZnFe_2_O_3_	Fe_2_O_3_
NM-Code	NM-110	NRCWE-021	NRCWE-018
Manufacturer	JRC	NanoAmor	NanoAmor
Cat. Num.	JRCNM01100a	5710FY	2520ZH
Surface area (m^2^/g)	12	87.7	27.7
Purity (%)	Low impurities	98.50%	99%
Crystal form	Zincite	Cubic	Alpha

### Characterization of ZnO, ZnFe_2_O_4_, and Fe_2_O_3_ nanoparticles

Dry nanopowders are extemporaneously suspended in deionized water at 2.56 mg/mL and then directly sonicated (0.4 mm, *Hielsher Ultrasonics*) at 4 °C for 6 min at 30% of amplitude or 161 J/mL (Cohen et al. 2013). Then, NPs were diluted to the desired concentrations in cell media (DMEM, Sigma-D1145) without fetal bovine serum (FBS). The average hydrodynamic size and the zeta potential of each NP were determined by dynamic light scattering (DLS) on a ZetaSizer™ (Malvern instruments, Malvern, UK). The characterizations on DLS were done directly after suspension in cell media at 6.25 μg/mL, 50 μg/mL, and 200 μg/mL.

The shape of the NPs was characterized by transmission electron microscopy (TEM). A drop of aqueous suspension of each NPs was poured onto carbo-coated copper grid and air-dried for transmission electron microscopy observations (ARM 200F microscope operating at 200 kV).

### Cell culture and exposure

NR8383 alveolar rat macrophage cell line was obtained from the American Type Culture Collection (ATCC, USA) and was grown in DMEM supplemented with 15% heat-inactivated FBS, 4 mM L-glutamine (SIGMA-G7513), and a mixture of antibiotic/antimycotic composed of 100 U/mL of penicillin, 100 μg/mL of streptomycin (SIGMA-P0781), and 0.25 μg/mL of amphotericin B (SIGMA-A2942), at 37 °C in a humidified mixture of air (95%) and CO_2_ (5%).

For all experiments, cells were seeded 24 h before exposure to NPs at a density of 5 × 10^4^ cells/mL. Cells were exposed to NPs in cell media without FBS. The different concentrations of NPs were mixed at room temperature to ensure homogeneity of the samples before exposure to cells. Cells not exposed to NPs served as controls in each experiment.

### Cell viability

*Lactate dehydrogenase (LDH) leakage* was analyzed using the LDH assay (Roche-4744934001, Germany) following the manufacturer’s instruction. Briefly, NR8383 cells were seeded at 5 × 10^4^ cells/mL in 96-well plates and exposed to different concentrations ranging 0.2 and 7.2 cm^2^ of ZnO NPs per square centimeters of cells (cm^2^/cm^2^), 1.7 and 53.1 cm^2^/cm^2^ of ZnFe_2_O_4_, and 0.5 and 16.8 cm^2^/cm^2^ of Fe_2_O_3_ NPs. These specific surface concentrations are equivalent of mass concentrations of 6.25 and 200 μg/mL. After 24 h of exposure, plates were centrifuged at 800×*g* for 10 min and 100 μL of each supernatant were transferred to a new 96-well plate with a black bottom that was already prefilled with 100 μL of the LDH reaction mixture. Extracellular medium was incubated for 30 min at room temperature, then 50 μL of a stop solution was added and the absorbance was measured at 490 nm on a microplate reader. NR8383 cells treated with 5% Triton were considered as positive control. Unexposed NR8383 cells were considered as negative control. NP cytotoxicity was expressed as the percent of LDH leakage measured in positive control cells. Dose-effect relationships were assessed by ANOVA and Dunett’s test. *p* values < 0.05 were considered significant.

*Metabolic activity* was assessed using the WST-1 assay (Berridge et al. 1996) (Roche, 11644807001, USA), according to manufacturer’s protocol. NR8383 cells were seeded at 5 × 10^4^ cells/mL in 96-well plates and exposed to different concentrations (6.25 to 200 μg/mL) of ZnO, ZnFe_2_O_4_, and Fe_2_O_3_ NPs. After 24 h of exposure, WST-1 reagent was added to each well. Cells were incubated at 37 °C for 2 h. The absorbance of the solution was determined at 480 nm on a microreader (BioRad-iMARK). IC_50_ was measured for each type of NPs according to Reed-Muench method (Reed and Muench 1938) from WST-1 results.

### Measure of internal dosimetry by ICP-OES

Experiments were conducted on NR8383 cells to determine the amount of cytotoxic NPs in contact with the cell layers, whether inside or on the cells, after 24 h of exposure. In order to obtain the amount of material for reliable elementary determinations, the experiment was carried out on 1 × 10^6^ cells/5 mL in 6-well plates and exposed to both ¼ IC_50_ and IC_50_ of ZnO and ZnFe_2_O_4_, knowing that the IC_50_ of ZnO and ZnFe_2_O_4_ on NR8383 were 0.51 (16 μg/mL) and 18.5 cm^2^/cm^2^ (68 μg/mL), respectively. After 24 h of exposure, cells were centrifuged at a low speed of 300×*g* for 10 min, washed with NaCl 0.9%, and resuspended in 500 μL NaCl 0.9%. After mineralization with 12 N HCl in microwaves from room temperature up to 180 °C, and then held at 180 °C for 15 min, Zn and Fe were directly measured by using the 720-ES Inductively Coupled Plasma Optical Emission Spectrometer (ICP-OES) (Varian, Belgium). Mass equivalents of ZnO (MW 81.38) and ZnFe_2_O_4_ (MW 241.07) in contact with cells have been calculated from the amount of Zn (MW 65.38) and Fe (MW 55.8) measured.

### RNA isolation and quantification

To evaluate gene expression, total RNA was isolated from NR8383 cells exposed for 4 h to ¼ IC_50_ of each NP by using the RNA-Solv reagent (R6830-02, USA). Unexposed cells were used as control. RNA content was determined by measuring absorption at 260 nm using a spectrophotometer (Biotech-Biospec-Nano, Shimadzu). Optimal purity of RNA was ensured by determination of the 260/280 nm of an absorbance ratio A260/A280 > 1.8. RNA integrity was confirmed with the Agilent bioanalyzer 2100 and RNA 6000 Pico Labchip kit (Agilent Biotechnologies, Palo Alto, CA). The RNA integrity number (RIN) score cutoff of 8 was used to determine whether the RNA integrity was qualified or not.

### Microarray expression profiling

The microarray experiments were designed to perform four biological replicates for ¼ IC_50_ dose for each cytotoxic NP. The cRNA synthesis from cDNA and Cy3-dye labelling, hybridization, and washing steps were carried out with 100 ng of total RNA following the manufacturer’s specifications (One-Color Microarray-Based Gene Expression Analysis, version 6.6, Agilent Technologies Inc., USA). Microarray slides were scanned by Agilent DNA microarray scanner (G2505C) by setting the following: (i) one color scan channel for 8 × 60 k array slides, (ii) scan area of 61 × 21.6 mm, (iii) scan resolution of 3 μm, (iv) dye channel to Green, (v) Tiff file dynamic range of 20 bits, and (vi) Green PMT to 100%. The TIFF images files and the quantification of fluorescence signal were obtained using Agilent Feature Extraction software version 11.0.1.1 to extract raw data and obtain QC reports.

### Transcriptomics data analysis

Data of the samples that pass quality control parameters were after subjecting to percentile normalization using GeneSpring GX 13.0 software (Agilent Technologies, UK). Genes were considered as differentially expressed with *p* values < 0.001 and fold change values of > |1.5|. Statistical analysis was performed using Benjamini-Hochberg False Discovery Rate. Statistically significant gene changes in each NP group were analyzed in terms of their associated molecular/cellular functions and representation in canonical pathways using Ingenuity Pathway Analysis software (IPA, v.39480507, release date September 2017, Qiagen Bioinformatics, Redwood City, USA).

### SP3 cell proteomics

Single-pot solid-phase-enhanced sample preparation (SP3), using commercially available carboxylate-modified magnetic beads, was employed to analyze the NR8383 cells global proteome (Hughes et al. 2014). Briefly, cells were exposed for 24 h to ¼ IC_50_ of ZnO and ZnFe_2_O_4_ NPs. Thereafter, cell disruption was performed in 6 M urea, 2 M thiourea, and 50 mM MOPS containing lysis buffer. Samples were then reduced and alkylated by DTT and iodoacetamide (IAA) respectively. Both hydrophobic and hydrophilic Sera-Mag SpeedBead carboxylate-modified magnetic particles (GE Healthcare, cat nos. 65152105050250 and 45152105050250) were mixed in a 1:1 ratio and were added to each sample. Once immobilized on the hydrophobic and hydrophilic carboxylate-modifed magnetic beads, proteins and peptides were rinsed with a combination of ethanol and acetonitrile mixture to efficiently remove contaminating agents. After rinsing, proteins and peptides are eluted from the magnetic beads by adding a mass spectrometry (MS) solution (Fisher Scientific, cat no. 12321D).

### Mass spectrometry and proteomic analysis

Each sample out the three biological replicates was run in triplicate on a Thermo Scientific Q Exactive mass spectrometer connected to a Dionex Ultimate 3000 (RSLCnano) chromatography system. Each sample was loaded onto a fused silica emitter (75 μm ID), using a laser puller (Sutter Instruments P2000, Novato, CA, USA), packed with Reprocil Pur (Dr Maisch, Ammerbuch-Entringen, Germany). Peptides were trapped on C18 columns (1.9 μm; 12 cm in length). Tryptic peptide elution was performed with a gradient of mobile phase media with 0.1 of formic acid and was separated by an increasing acetonitrile gradient over 60 min at a flow rate of 250 nL/min direct into a Q-Exactive MS. The MS was operated in positive ion mode with a capillary temperature of 320 °C, and with a potential of 2300 V applied to the frit. All data were acquired while operating in automatic data-dependent switching mode. A high-resolution (70,000) MS scan (300–1600 m/z) was performed using the Q Exactive to select the 12 most intense ions prior to MS/MS analysis using high-energy collision dissociation (HCD). Data acquisition for protein identification and quantification was done by MaxLFQ (Cox et al. 2014) searching with the MaxQuant version 1.5 reference proteome database (Uniprot). Modifications included C carbamylation (fixed) and M oxidation (variable). We used three biological replicate experiments per condition to ensure the quality of the quantification results. Two ratios of the intensities of the peptides with adjusted *p* value less than 0.05 were used to determine the expression ratio for each protein between exposed and control samples. Ratios over 1.5 and less than 1 were selected.

## Results

### Zinc, zinc iron, and iron oxide nanoparticle properties

To explore the effects of zinc and iron particles in vitro, the morphology of ZnO, ZnFe_2_O_4_, and Fe_2_O_3_ NPs was assessed by TEM. The sample of ZnO particles (Fig. 1a, b) exhibited as expected a diversity of forms such as rectangular, rod, spherical, and irregular shapes, whereas ZnFe_2_O_4_ NPs displayed a combination of the spherical shape specific to the Fe_2_O_3_ NPs and nanosheets specific to ZnO NPs (Fig. 1c, d). Fe_2_O_3_ NPs revealed a spherical shape (Fig. 1e, f). Characterization of NPs in DMEM FBS-free was measured by DLS that is widely used to determine the size of Brownian NPs in colloidal suspension (Lynch and Dawson 2008). Indeed, measured secondary sizes represented by the hydrodynamic diameters (*D*_H_) (Table 2) were as follows: 296 ± 4, 283 ± 36, and 357 ± 8 nm for the ZnO NPs at respectively concentrations of 6.25, 50, and 200 μg/mL. At the same increasing concentrations, (i) ZnFe_2_O_4_*D*_H_ were 71 ± 18, 224 ± 14, and 338 ± 23 nm; (ii) Fe_2_O_3_*D*_H_ were 133 ± 3, 144 ± 2, and 137 ± 1 nm. Furthermore, at the same concentrations, zeta-potential were (i) for ZnO − 19 ± 1, − 13, and − 31 mV; (ii) for ZnFe_2_O_4_ − 17, − 23, and −21 mV; (iii) for Fe_2_O_3_ 27 ± 1, 6, and 36 mV. The results of *D*_H_ characterization by DLS, at the lowest concentration (6.25 μg/mL), were the closest to the primary size characterization by TEM for all NPs. Indeed, by increasing concentration, it is likely that agglomerates are formed. It is important to mention that the specific surface area of ZnFe_2_O_4_ was 3.1 times higher than the one of Fe_2_O_3_ NPs and 7.3 times higher than the one of ZnO NPs (Table 1).

**Fig. 1:**
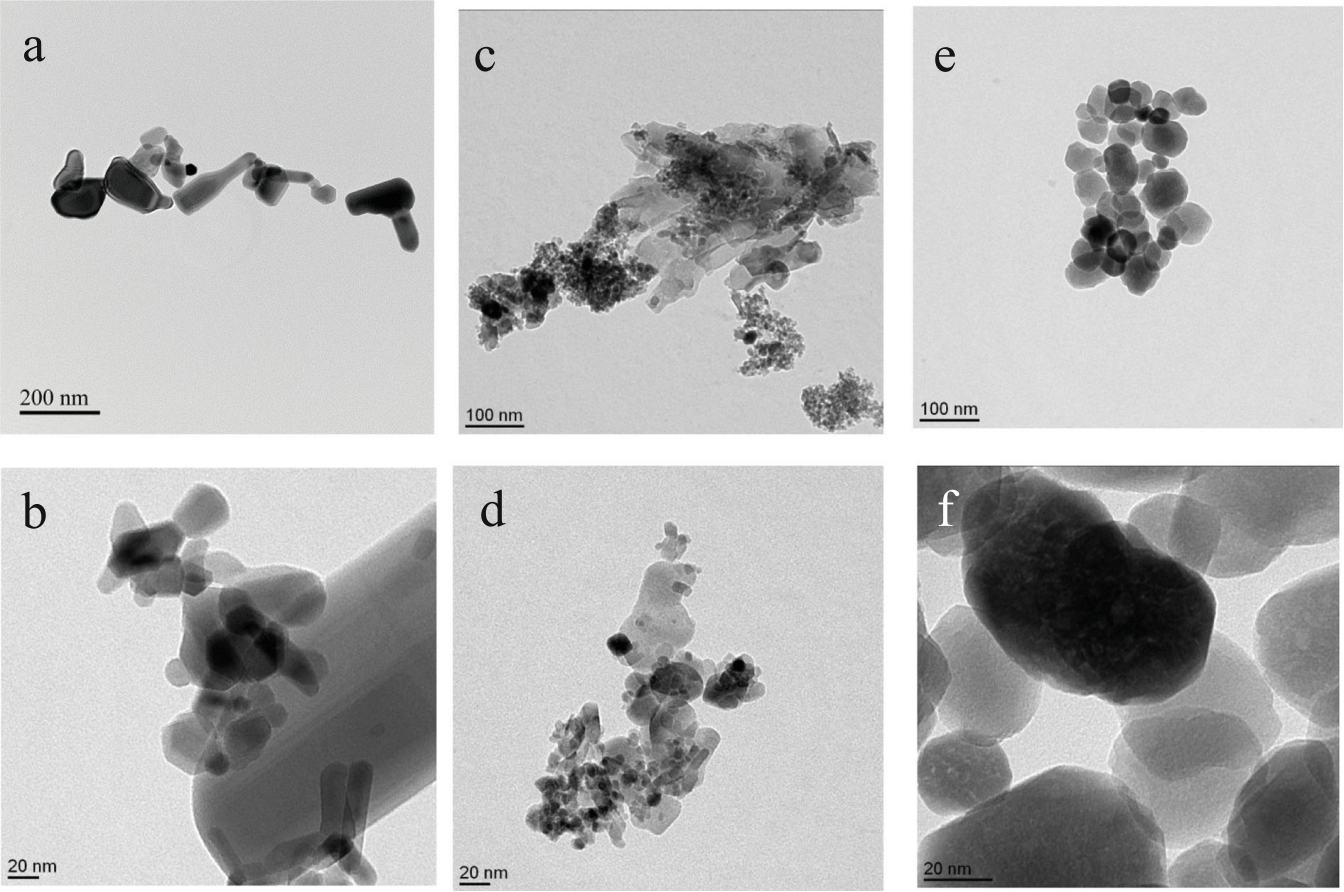
Transmission electron microscopy images of zinc oxide NPs (**a**, **b**), zinc iron oxide (**c**, **d**), and iron oxide (**e**, **f**)

**Table 2:** Hydrodynamic diameter (*D*_H_) and zeta-potential (ζ) of ZnO, ZnFe_2_O_3_, and Fe_2_O_3_ by dynamic light scattering (DLS)

	ZnO	ZnFe_2_O_4_	Fe_2_O_3_
6.25 μg/mL NPs in cell medium			
*D*_H_ (n m)	296 ± 4	71 ± 18	133 ± 3
*ζ* (mV)	−19 ± 1	−17	27 ± 1
50 μg/mL NPs in cell medium			
*D*_H_ (nm)	283 ± 36	224 ± 14	144 ± 2
*ζ* (mV)	−13	−23	6
200 μg/mL NPs in cell medium			
*D*_H_ (n m)	357 ± 8	338 ± 23	137 ± 1
*ζ* (mV)	−31	−21	36

### ZnO and ZnFe_2_O_4_ nanoparticles reduced the viability of NR8383 cells

The potential cytotoxicity of the three NPs on NR8383 cells after 24 h of exposure was determined by measurements of LDH leakage and WST-1 assay. When the plasma membrane is impaired, LDH diffuses into extracellular media, and extracellular LDH increases with the extent of cytotoxicity of the NP. In each experiment, the positive control was triton-exposed NR8383 cells. A dose-dependent LDH leakage was observed for NR8383 cells exposed to ZnO and ZnFe_2_O_4_ NP up to 50 μg/mL. Cells exposed to 50 μg/mL of ZnO and ZnFe_2_O_4_ displayed respectively 75 and 50% increases of extracellular LDH, a dose reaching a plateau. One should notice that only the highest dose of Fe_2_O_3_ induced a 30% release of LDH (Fig. 2a). In conclusion, among the three NPs, ZnO exhibited the highest cytotoxic effect on NR8383 cell membrane, thus conferring for ZnO the highest toxic potential despite the lowest specific surface area.

**Fig. 2:**
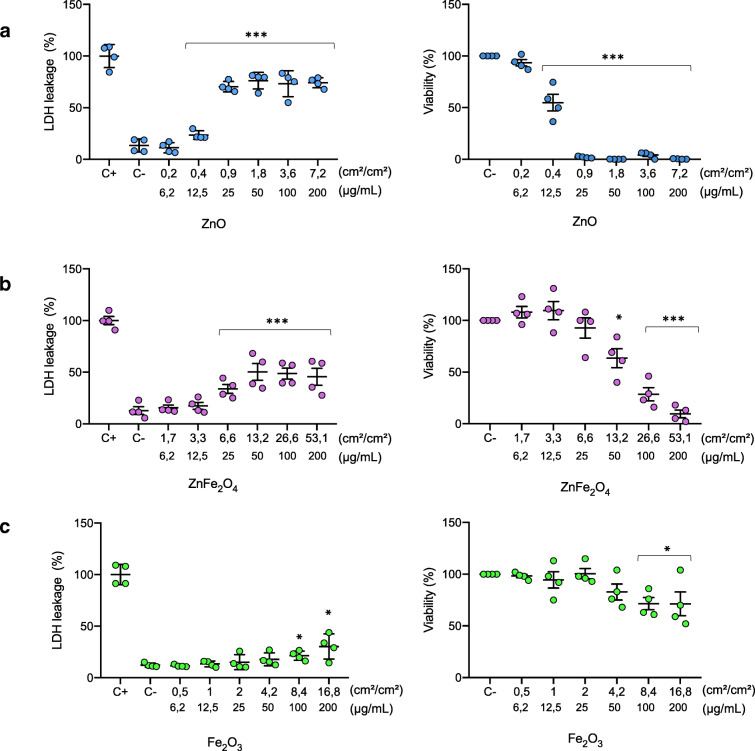
Cytotoxicity of ZnO NPs (**a**), ZnFe_2_O_4_ (**b**), and Fe_2_O_3_ (**c**). Cytotoxicity was determined after 24 h exposure of NR8383 to the panel of studied nanoparticles. At the left, the induction of membrane damage after cell exposure to different studied nanoparticles by measuring the level of extracellular LDH. At the right, action of ZnO, ZnFe_2_O_4_, and Fe_2_O_3_ on NR8383 metabolic activity measured by WST1 assay. Calculated IC_50_, based on WST-1 assay data, for ZnO, ZnFe_2_O_4_, and Fe_2_O_3_ were respectively 16, 68, and more than 200 μg/mL

WST-1 assay measures the metabolic activity by giving different absorption spectra of formazan formed by reduction of tetrazolium by mitochondrial dehydrogenase. Our results showed that ZnO NPs induced a strong decrease in cell viability as shown in Fig. 2b. As a matter of fact, at a concentration of 12.5 μg/mL of ZnO NPs, only 54% of cells remained metabolically active, while a complete cytotoxicity was observed up to 25 μg/mL. A decrease in the viability of cells exposed to ZnFe_2_O_4_ NPs was also observed. Indeed, after exposure of NR8383 to 50 and 200 μg/mL of ZnFe_2_O_4_ NPs, there remained 64% and 10% of metabolic active cells, respectively. NR8383 cell viability was not affected by Fe_2_O_3_ NPs up to a concentration of 25 μg/mL but decreased continuously in a dose-dependent manner (Fig. 2b). However, Fe_2_O_3_ NPs seemed to be less cytotoxic in our model compared with the two other NPs. Indeed, NR8383 cell viability decreased only to 30% in the presence of the highest Fe_2_O_3_ NPs (200 μg/mL) used in our study (Fig. 2b). Both in LDH and WST-1 assays were results concordant, demonstrating that the presence of Zn in NPs is the main factor of main toxicity (Fig. 2a).

Based on the WST-1 assay data, the calculated IC_50_ was 16, 68, and > 200 μg/mL for respectively ZnO, ZnFe_2_O_4_, and Fe_2_O_3_ NPs, allowing us to set up the optimal sub-toxic concentrations for each NP for the following experiments.

### Effective dosimetry for nano-bio interactions

Based on the dose-response toxicity results for NR8383 cells exposed to ZnO, ZnFe_2_O_4_, and Fe_2_O_3_, we deliberately decided to deepen our study with NP whose IC_50_ were measurable, namely ZnO and ZnFe_2_O_4_ NPs. Therefore, we evaluated the amount of cytotoxic NPs in contact with the cells by measuring the zinc (Zn) and iron (Fe) contents in the cell layers by ICP-OES. This measurement was carried out on NR8383 cells exposed for 24 h to both ¼ IC_50_ (4 and 17 μg/mL) and IC_50_ (16 and 68 μg/mL) of ZnO and ZnFe_2_O_4_, respectively. Table 3 indicates that Zn concentrations in/onto NR8383-cell were respectively 62.1 ± 1.5 and 130.7 ± 0.4 ng/mL, for ¼ IC_50_ and IC_50_ of ZnO. For ZnFe_2_O_4_ NPs, Zn concentrations in/onto cells were 16.1 ± 0.3 and 18.2 ± 0.1 ng/mL, for ¼ IC_50_ and IC_50_ of ZnFe_2_O_4_, respectively. Also, Fe concentrations were 82.7 ± 0.2 and 78.2 ± 0.3 ng/mL for ¼ IC_50_ and IC_50_ of ZnFe_2_O_4_, respectively. The results showed that free Zn in contact with cells was more abundant following exposure to ZnO NPs than the exposure to ZnFe_2_O_4_ NPs, conferring the primary role of free Zn in cell viability.

**Table 3:** Measure of zinc (Zn) and iron (Fe) in/onto NR8383 cells by inductively coupled plasma-optical emission spectrometer

	ZnO		ZnFe_2_O_4_	
	¼ IC_50_	IC_50_	¼ IC_50_	IC_50_
Theoretical NP concentration (μg/mL)	4	16	17	68
Measured Zn concentration (ng/mL) in cell phase	62.1 ± 1.5	130.7 ± 0.4	16.1 ± 0.3	18.2v0.1
Measured Fe concentration (ng/mL) in cell phase	n.d	n.d	82.7 ± 0.2	78.2 ± 0.3

### Action on transcriptome

To identify key pathways linked to the response of NR8383 to sub-toxic doses of NP exposure, transcriptomics experiments were conducted by their exposure to ZnO and ZnFe_2_O_4_ at ¼ IC_50_ dose for 4 h. 

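NR8383 is a cell line of rat alveolar macrophages, the phagocytes of the air spaces of the lung. For the ZnO NP exposure, RNA of 4 biological replicates of unexposed cells and of 3 of exposed cells was analysed after 4 h, each on 1 one-color rat array, where the methods plan 4 replicates for each NP. The paper's dose of ZnO NPs is 4 µg/mL and that of the sample labels is 2 µg/mL, and the seeding density also differs between them. Feature Extraction had subtracted the background of each spot and removed trends across the array. The authors then applied percentile normalization in GeneSpring, and the paper's text names neither the percentile nor the test. Each value of the deposited table that covers all arrays equals the scanner's median intensity of the same spot, on every array, so that table holds no normalization between arrays. The values given here are the log2 of the background-corrected intensity minus the array's 75th percentile. That percentile lay between 958 and 1489 on the control arrays and between 980 and 1603 on the ZnO arrays. Of the spots, 51.7% to 56.0% were well above background on the control arrays and 52.9% to 54.3% on the ZnO arrays, and none was saturated. Feature Extraction's quality report marked control replicates 3 and 4 and ZnO replicates 2 and 3 for evaluation. Tests covered the 20043 probes that were well above background on all arrays of at least 1 group. Transcripts often used as references (Actb, Gapdh, Tbp, Hprt1 and Ppia) had log2 fold changes between -0.12 and 0.10 after ZnO, and none of them passed limma's test. All arrays lay on 1 slide that was scanned once, with the control arrays in one column and the ZnO arrays in the other, so that place on the slide and exposure cannot be told apart. The number of arrays limits the precision of each value.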

Results showed 985 and 1209 DEG that were revealed after the exposure to ZnO and ZnFe_2_O_4_ NPs, respectively (Fig. 3a).

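Metallothioneins, small cysteine-rich proteins that bind zinc, gave the largest rises past the study's thresholds after ZnO. At the study's thresholds (adjusted p under 0.001 and fold change over 1.5), 4 of the 20043 probes tested were higher in exposed cells and 0 were lower by limma's test. They were the probes of Mt2A and Mt1a, of the transcript FQ220235 and of the transcript ENSRNOT00000058957. These last transcripts carry no gene symbol and were singled out after their values were seen. FQ220235 rose by a log2 fold change of 3.23 (standard error 0.12, adjusted p = 6.46e-05 from limma), and its probe lies on chromosome 19 of rn4, 381 bases from that of Mt1a. ENSRNOT00000058957, on chromosome X, rose by 2.99 (standard error 0.12, adjusted p = 8.67e-05 from limma). With each of the 10336 named genes counted once, through its brightest probe, 2 were higher and 0 lower. At an adjusted p under 0.05, 10 probes were higher and 0 lower, and at an unadjusted p under 0.05 there were 1187, where chance gives 1002. That last count was 36 with centring on the spike-in probes, 88 with the deposited table and 621 with normexp and the 75th percentile, and at most 2659, with array weights. The first count was 2 without control replicate 1, without control replicate 4 or without ZnO replicate 3, 1 with no filter on dim probes, and 0 without variance moderation or with a replicate block. The count at an adjusted p under 0.05 was 5 with centring on the spike-in probes, 6 with the deposited table, 5 with no filter on dim probes and 4 with the replicate block. It was 15 with array weights (11 higher and 4 lower) and 14 with a trended, robust variance (10 higher and 4 lower).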

**Fig. 3:**
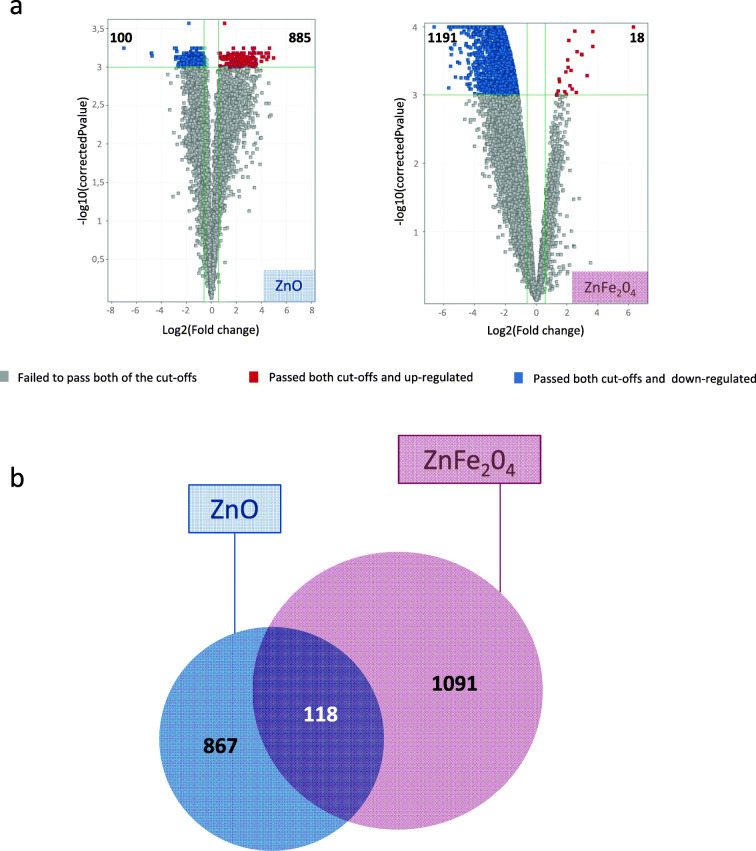
Differentially expressed genes (DEG) of NR8383 cells exposed to ¼ IC_50_ of ZnO and ZnFe_2_O_3_ NPs during 4 h. Two cutoffs were applied: statistical test Benjamini-Hochberg corrected at *p* value < 0.001 and fold changes > |1,5|. **a** Representative volcano plots of differentially overexpressed (in red) and downexpressed (in blue) genes, for each exposure condition. Numbers of DEG are indicated. **b** Venn diagram showing common differential gene expression between cells exposed to ZnO and ZnFe_2_O_3_ NPs

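Cells exposed to ZnO had 130 probes with a fold change over 1.5 upwards and 83 downwards, whatever their p. Among these larger values below the control level were Slc39a10, a zinc importer, at a log2 fold change of -1.26 (adjusted p = 0.192 from limma), Gpr84, a receptor for medium-chain fatty acids, at -0.97 (adjusted p = 0.214), and the zinc-finger gene Zfp966, at -0.80 (adjusted p = 0.0694). None of these passed the test, and they were chosen after their values were seen. For 1480 probes, 7.38% of those tested, every ZnO array lay on 1 side of every control array, where chance gives 5.71%; in 761 of them the ZnO arrays were higher and in 719 lower. The median log2 fold change of all probes was -0.01. At an unadjusted p under 0.001 with a fold change over 1.5, 18 probes were higher and 8 lower. With centring on the median, 8 probes were higher and 1 lower at an adjusted p under 0.05, 1 was lower also with quantile normalization, with or without normexp background correction, and without ZnO replicate 1, and 4 were lower with array weights or with a trended, robust variance.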

Following exposure to ZnO, the proportion of downregulated genes was 100 and upregulated genes was 885. Interestingly, exposure to ZnFe_2_O_4_ led to a higher fraction of downregulated genes, e.g., 1191 versus only 18 upregulated genes (Fig. 3a). Our results highlighted 118 common DEG to both exposure conditions, whereas 867 DEG were specific to ZnO and 1091 DEG were specific to ZnFe_2_O_4_ (Fig. 3b). To determine the main affected pathways, all DEG were further analyzed using IPA® software. The heatmap (Fig. 4) showed 14 deregulated canonical pathways of which were activated. Indeed, eIF2 and both eIF4/p70S6K and mTOR signaling pathways were predicted to be activated in cells exposed to ZnO but not following exposure to ZnFe_2_O_4_. 

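Translation initiation factors, which bring the ribosome to the start of an mRNA, stayed near their control level after ZnO. Of 41 measured factors, 0 were higher and 0 lower at an adjusted p under 0.05 from limma, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05. Their log2 fold changes ran from -0.15 to 0.18, and 21 were above 0. The factor Eif1b, at 0.18 (adjusted p = 0.884), and the eIF2B subunit Eif2b1, at -0.13 (adjusted p = 0.932), lay towards the ends of that range and were picked after their values were seen. Their list did not shift in camera, a test of a list against all other genes (adjusted p = 0.766). Of 46 measured members of eIF4/p70S6K and mTOR signalling, which couples growth signals to protein synthesis, 0 were higher and 0 lower at an adjusted p under 0.05 from limma, and 0 when adjusted over the list alone. At an unadjusted p under 0.05, 0 were higher and 5 lower. Among these were Pik3cg, a catalytic PI3-kinase subunit of leukocytes, at -0.36 (adjusted p = 0.688), Irs2, an adaptor of the insulin receptor, at -0.31 (adjusted p = 0.678) and the kinase Akt1 at -0.18 (adjusted p = 0.778), picked after their values were seen. The list's median was -0.04, but 0.06 with centring on the spike-in probes and 0.02 with the deposited table. Camera gave a shift downwards (adjusted p = 0.0333; adjusted p = 0.353 with an estimated correlation), and fry, which tests whether the list moves one way on balance, gave an adjusted p of 0.00754. The call was lost with median or spike-in centring, normexp background correction, the deposited table, array weights or a replicate block, and without any 1 of control replicates 1, 2, 3 and 4 and ZnO replicates 1 and 3. Long transcripts, a list to watch for RNA quality, also moved downwards in camera (adjusted p = 0.0183; adjusted p = 0.800 with an estimated correlation).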

On the contrary, eIF2, both eIF4/p70S6K, PDGF, and integrin signaling were predicted to be inhibited in cells exposed to ZnFe_2_O_4_.

**Fig. 4:**
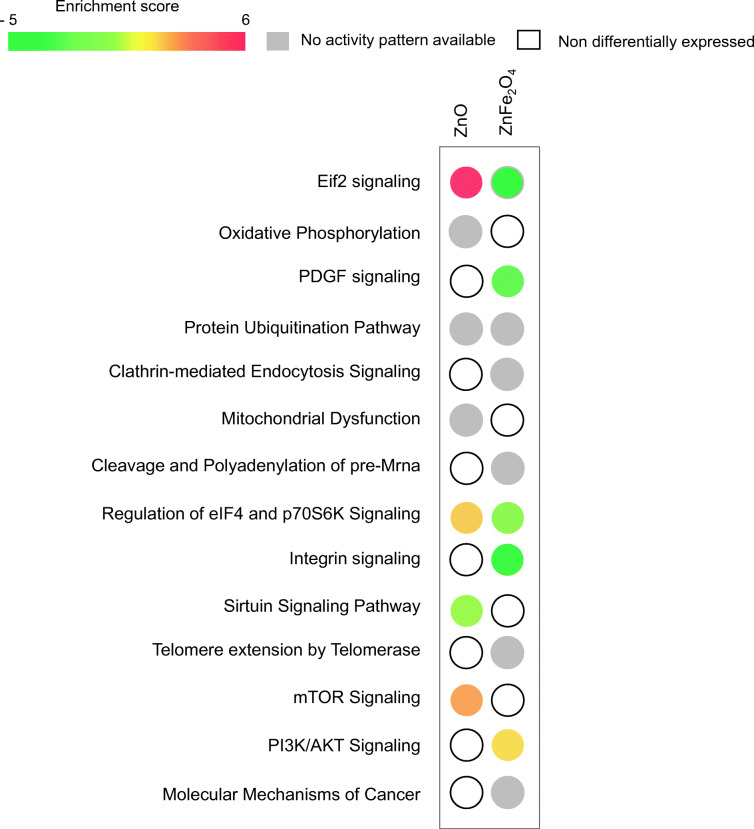
Heatmap showing 14 deregulated canonical pathways after ZnO and ZnFe_2_O_4_ NP exposures. Statistical test Benjamini-Hochberg corrected at *p* value < 0.001 and fold changes = |1,5|. IPA software based on *p* < 0.05. Deregulated pathway more significant from left to right

Finally, the most significant deregulated common pathways in ¼ IC_50_ exposure to ZnO and ZnFe_2_O_4_ NP were those involved in the homeostasis of cellular protein production/degradation. 

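None of the listed genes that make, degrade or refold proteins passed limma's test over all probes after ZnO. Of 82 measured cytosolic ribosomal proteins, 0 were higher and 0 lower at an adjusted p under 0.05 from limma, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05. Log2 fold changes ran from -0.12 to 0.15, and camera gave no shift (adjusted p = 0.137) except without control replicate 3, without ZnO replicate 3 or with the mean of all probes of a gene. For the 68 measured proteins of the mitochondrial ribosome, limma's counts were 0 higher and 0 lower, also when adjusted over the list alone. At an unadjusted p under 0.05, 1 was higher (Mrps31, 0.18) and 1 lower (Mrps2, -0.30), and camera's adjusted p was 0.233, with a shift only when control replicate 3 was left out. The proteasome degrades proteins marked with ubiquitin. None of its 42 measured subunits passed limma's test, over all probes or adjusted over the list alone, and 1 was higher and 0 lower at an unadjusted p under 0.05 (Psmd7, 0.17, adjusted p = 0.843). The subunits' median was 0.03, but -0.01 with median centring, and camera gave a shift upwards (adjusted p = 0.0287; adjusted p = 0.800 with an estimated correlation; fry, adjusted p = 0.410). This call was lost with every normalization tried other than normexp with the 75th percentile, with no filter on dim probes, array weights or a replicate block, and without any 1 of control replicates 1 and 4 and ZnO replicates 1, 2 and 3. Enzymes of ubiquitin conjugation attach that mark to proteins. Of 34 measured, 0 were higher and 0 lower by limma, also when adjusted over the list alone, with 2 higher and 1 lower at an unadjusted p under 0.05 (camera, adjusted p = 0.372). The log2 fold changes of these enzymes ran from -0.64 to 0.38. Of 27 measured genes of the heat shock response, chaperones and their cofactors that refold damaged proteins, 0 were higher and 0 lower by limma over all probes, and 1 was higher when adjusted over the list alone. This was Ahsa2, an activator of the Hsp90 ATPase, at 0.62 (standard error 0.08, adjusted p = 0.119 from limma over all probes). At an unadjusted p under 0.05, 3 of the 27 were higher and 0 lower, among them the Hsp70 cochaperone Dnaja1 at 0.36 (adjusted p = 0.645). The genes named in these lists were chosen after their values were seen. Camera gave a shift of the heat shock list upwards (adjusted p = 0.0333; adjusted p = 0.694 with an estimated correlation; fry, adjusted p = 0.179, and 0.00513 for changes in either direction), which was lost with median or spike-in centring, the deposited table, no filter on dim probes or a replicate block, and without any 1 of control replicates 1 and 4 and ZnO replicates 2 and 3. Long transcripts, a list to watch for RNA quality, moved downwards in camera (adjusted p = 0.0183; adjusted p = 0.800 with an estimated correlation).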

What differs is the predictive trend of activation or inhibition of these pathways calculated by IPA.

To go further and to delineate a potential gene signature, we focused on the most up- and most downregulated genes in NR8383 exposed to ZnO NPs (Fig. 5a) and ZnFe_2_O_4_ NPs (Fig. 5b). Not surprisingly, *Mt1a* and *Mt2A*, both metallothioneins involved in metal homeostasis, were among the most upregulated genes in both conditions (FC respectively + 28 and + 130 for ZnO; FC respectively + 7 and + 78, for ZnFe_2_O_4_). 

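Both metallothioneins of the paper rose in every exposed replicate. They store zinc and buffer its free level in the cell, and their genes are switched on by the zinc-sensing factor Mtf1. Mt2A was at -3.52 ± 0.24 (SD, n = 4) in control cells and 2.31 ± 0.06 (SD, n = 3) in exposed cells, as log2 intensity relative to the array's 75th percentile. The log2 fold change was 5.83 (standard error 0.13, adjusted p = 3.79e-06 from limma), with a 95% interval of 5.53 to 6.13. Mt1a was at 2.53 ± 0.17 (SD, n = 4) in control cells and 5.94 ± 0.14 (SD, n = 3) in exposed cells, a log2 fold change of 3.40 (standard error 0.11, adjusted p = 3.67e-05 from limma) with a 95% interval of 3.14 to 3.66. As folds, these are 56.9 for Mt2A and 10.6 for Mt1a. With normexp background correction the fold of Mt2A was lower, below its 95% interval, at 36.5 with the 75th percentile and 36.4 with quantile normalization. The deposited table gave a fold of 41.8 for Mt2A, also below that interval. On chromosome 19 of rn4, the probe of Mt1a lies from 11261631 to 11261690 and that of Mt2A from 11267834 to 11267893. The longest stretch of bases that the 2 probes share is 7 bases. Of the 3 measured members of the metallothionein list, Mt1a and Mt2A rose (2, with 0 that fell), also when adjusted over the list alone. The third is Mtf1, no metallothionein itself, whose transcript was at a log2 fold change of 0.00 (standard error 0.12, adjusted p = 0.999). The list moved upwards in camera (adjusted p = 4.24e-10; adjusted p = 0.0336 with an estimated correlation) and in fry (adjusted p = 1.24e-06). Its median was 3.40, but 0.49 with no filter on dim probes, where Mt3 and Mt4 are measured too. From its most up- and downregulated genes (Fig. 5a), the paper delineates a potential gene signature of ZnO NPs, and it places Mt1a and Mt2A there as genes of metal homeostasis.

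**Figure D1:**
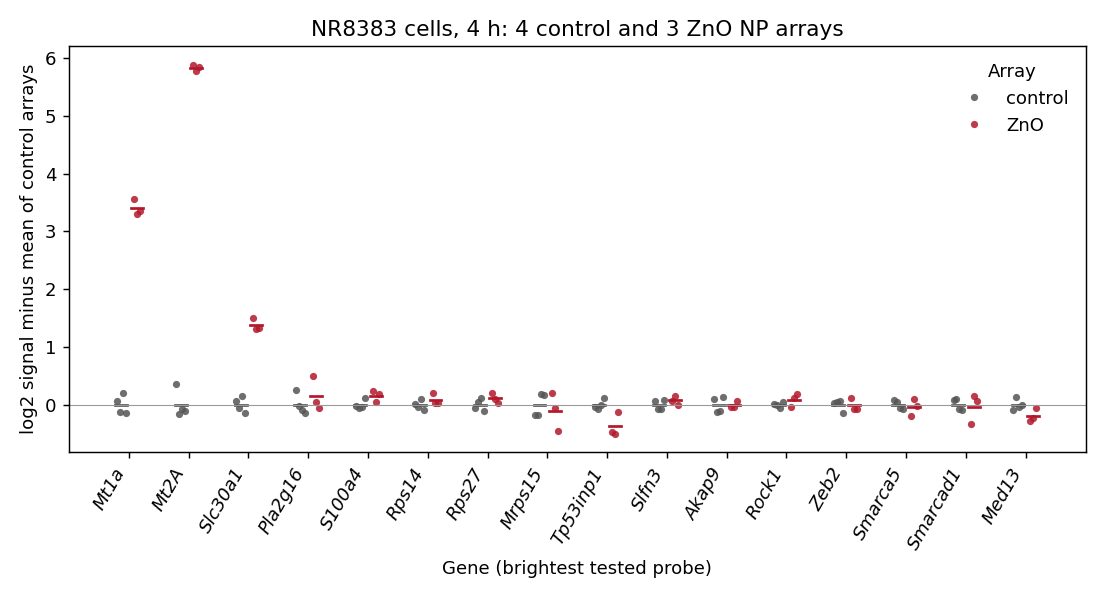
Log2 intensity minus the mean of the control arrays (vertical axis, log2 units) for the 16 genes of Fig. 5a (horizontal axis), with 1 point for each array, control arrays in grey and ZnO arrays in red, and bars at the group means. The ZnO arrays lie above all control arrays for Mt1a, Mt2A and Slc30a1, at mean differences of 3.40 for Mt1a and 5.83 for Mt2A, and below them for Tp53inp1; for the other genes the groups overlap.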

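Slc30a1 encodes ZnT1, the transporter that exports zinc from the cytosol across the plasma membrane, and its transcript rose after ZnO. Its log2 intensity relative to the 75th percentile was -1.31 ± 0.13 (SD, n = 4) in control cells and 0.06 ± 0.11 (SD, n = 3) in exposed cells. This is a log2 fold change of 1.37 (standard error 0.09, adjusted p = 0.00276 from limma) or a fold of 2.59, with a 95% interval of the log2 value from 1.16 to 1.59. Its probe lies on chromosome 13 of rn4 from 107983689 to 107983748. A probe for the transcript CO568196, 3940 bases away, was at 1.35 (adjusted p = 0.389) and was chosen after its value was seen. Of 19 measured zinc transporters, exporters of the Slc30 family and importers of the Slc39 family, 1 rose (Slc30a1) and 0 fell by limma over all probes. When adjusted over the list alone, 1 was higher (Slc30a1) and 1 lower (the importer Slc39a10), and at an unadjusted p under 0.05, 1 was higher and 2 lower. The list did not shift one way in camera (adjusted p = 0.335), while fry's test for changes in either direction gave an adjusted p of 0.000803. The log2 fold change of Slc30a1 did not pass with centring on the spike-in probes (adjusted p = 1.00), with no filter on dim probes (0.0634), without variance moderation (0.0511) or with a replicate block (0.221); over all alternatives the adjusted p ran from 5.93e-05 to 1.00.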

*Slc30a1* (FC + 4) and *Wdr45* (FC + 5) also involved in metal homeostasis were also highly upregulated, but only after exposure to ZnO or to ZnFe_2_O_4_, respectively. ZnO specific gene signature further englobed the overexpression of *Pla2g16* (FC + 7) a membrane damage sensor; *S100a4* (FC + 7) involved in macrophage-induced lung fibrosis (Li et al. 2018; Zhang et al. 2018); *Rps14* (FC + 6), *Rps27* (FC + 5), and *Mrps15* (FC + 5), three protein synthesis regulators. 

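None of the 5 genes passed the test after ZnO. Pla2g16 (now named Plaat3) encodes a phospholipase, and its transcript was at a log2 fold change of 0.16 (standard error 0.16, adjusted p = 0.972 from limma). S100a4, a calcium-binding protein of migrating cells, was also at 0.16 (standard error 0.08, adjusted p = 0.884), and at -0.01 by its other tested probe. The proteins of the small cytosolic ribosomal subunit Rps14 and Rps27 were at 0.09 (standard error 0.08, adjusted p = 0.970) and 0.11 (standard error 0.08, adjusted p = 0.949). Mrps15, of the small mitochondrial ribosomal subunit, was at -0.10 (standard error 0.17, adjusted p = 0.999). The value of Mrps15 was above 0 with the deposited table and without ZnO replicate 3. That of Pla2g16 was below 0 with array weights and without ZnO replicate 1. None was past an unadjusted p under 0.05 either (0 of 5). In no gene of the 5 did the 95% interval reach the fold of Fig. 5a, and the bound nearest to it was a fold of 1.43 for Pla2g16, 1.27 for S100a4, 1.21 for Rps14 and 1.23 for both Rps27 and Mrps15.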

Besides, ZnO exposure signature was also characterized by a downregulation of *Tp53inp* (FC − 31); a stress response mediator, *Slfn3* (FC − 23), *Akap9* (FC − 16), and *Rock1* (FC − 24), three cell cycle/cytoskeleton regulators; and *Zeb2* (FC − 14), *Smarca5* (FC − 6), *Smarcad1* (FC − 11), and *Med13* (FC − 10), four transcriptional regulators. 

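Tp53inp1, a p53-induced regulator of stress responses and autophagy, had the lowest value of these 8 genes, a log2 fold change of -0.37 (standard error 0.11, adjusted p = 0.714 from limma). All 3 ZnO arrays lay below all 4 control arrays for it, although it did not pass the test. Among the cell cycle and cytoskeleton genes, Akap9, a scaffold protein of the Golgi and centrosome, was at -0.01 (standard error 0.09, adjusted p = 0.999). The kinase Rock1, which drives actomyosin contraction, was at 0.09 (standard error 0.08, adjusted p = 0.970). The probe that the files name Slfn3 was at 0.07 (standard error 0.08, adjusted p = 0.976), and the transcript it was designed on is now listed under Slfn4. Zeb2, a zinc-finger repressor of transcription, was at -0.01 (standard error 0.09, adjusted p = 0.999). Both chromatin remodelers, Smarca5 and Smarcad1, were at -0.04 (standard errors 0.09 and 0.13). Med13, a subunit of the kinase module of Mediator, was at -0.19 (standard error 0.09, adjusted p = 0.863). None of the 8 passed, and at an unadjusted p under 0.05, 0 were higher and 1 was lower (Tp53inp1). In no gene of the 8 did the 95% interval reach the fold of Fig. 5a. By their other tested probes, Tp53inp1 was at -0.32, -0.14 and -0.05, Med13 at -0.03, Akap9 at 0.03 and -0.32, Zeb2 at -0.04 to 0.12 and Smarca5 at 0.19. Akap9, Zeb2, Smarca5 and Smarcad1 were above 0 with centring on the spike-in probes and with the deposited table.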

NR8383 cell specific gene signature following exposure to a sub-lethal dose of ZnFe_2_O_4_ was marked by the deregulation of genes involved in protein synthesis such as *Eef1a2* (FC + 2), *Atf3* (FC + 6), *Cyp4a8* (FC − 45), and *Rpl1* (FC − 34), as well as both zinc-finger proteins *Zfand2a* (FC + 12) and *Znrf4* (FC + 7), in membrane damage sensing, such as *Sdpr* (FC − 46), and in cell cycle/cytoskeleton regulation such as *Mki67* (FC − 23) and *Snta1* (FC − 30). Genes encoded for transcriptional regulators, such as *Smarca5* (FC − 12) and *Hipk2* (FC − 47), and immune response effectors, such as *CD68* (FC − 29), *Ccl22* (FC − 29), and *Gdf15* (FC + 4), were also deregulated. The exposure of NR8383 to ZnFe_2_O_4_ NPs further showed an overexpression of *Alas1* (FC +4) involved in heme biosynthesis (Fig. 5).

**Fig. 5:**
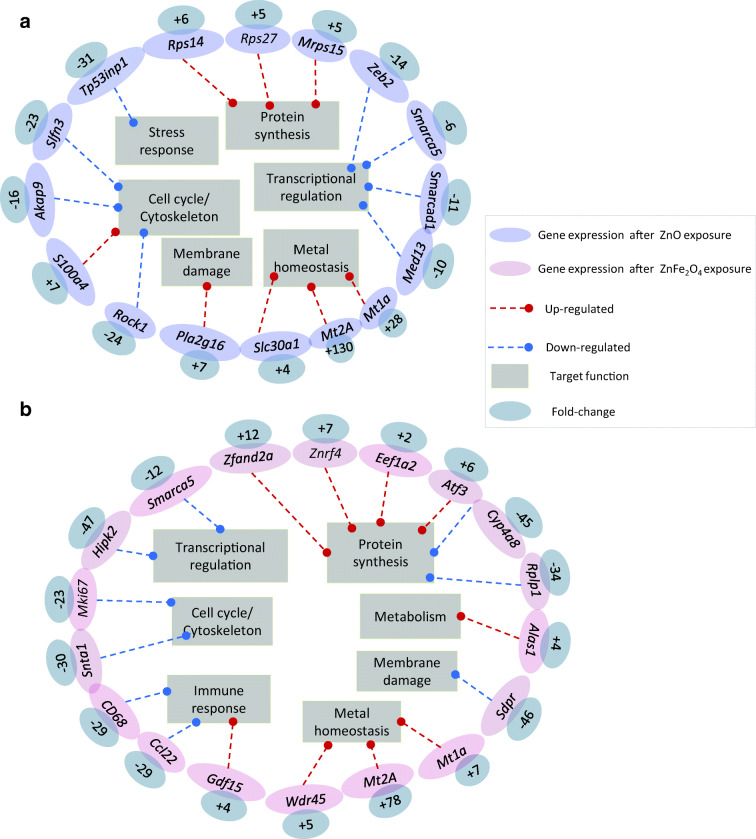
The main strongly deregulated genes in NR8383 cells exposed to ¼ IC_50_ of ZnO NPs (**a**) and ¼ IC_50_ of ZnFe_2_O_4_ NPs (**b**) during 4 h. Statistical test was Benjamini-Hochberg corrected at *p* value < 0.001. Both blue (**a**) and pink (**b**) colors are representing the ZnO and ZnFe_2_O_4_ NP deregulated genes. The fold change values are in the gray circles linked to the corresponding genes. The red and blue arrows indicate overexpression and underexpression of linked genes, respectively. Finally, the functions involved are arranged in rectangles

### Effect on proteome

Differential protein expression from NR8383 cells exposed for 24 h to ¼ IC_50_ of ZnO and ZnFe_2_O_4_ NPs was further investigated by using mass spectrometry-based proteomics approach. Mass spectrometry protein identification and quantification indicated 348 differentially expressed proteins (DEP) in exposed cells to ZnO compared with unexposed ones with *p* value < 0.05 and 1.5 < ratio < 1 (Fig. 6). Cells exposed to ¼ IC_50_ ZnFe_2_O_4_ NPs showed total 795 DEP (Fig. 6). Furthermore, 211 DEP were common to both exposure conditions. NR8383 exposed to ZnO NPs showed 137 specific DEP while ZnFe_2_O_4_ NP exposure led to 584 specific DEP (Fig. 6b). Both gene and protein expressions were more abundant after ZnFe_2_O_4_ exposure and displayed more underexpressed elements than overexpressed ones (Figs. 3a and 6a).

**Fig. 6:**
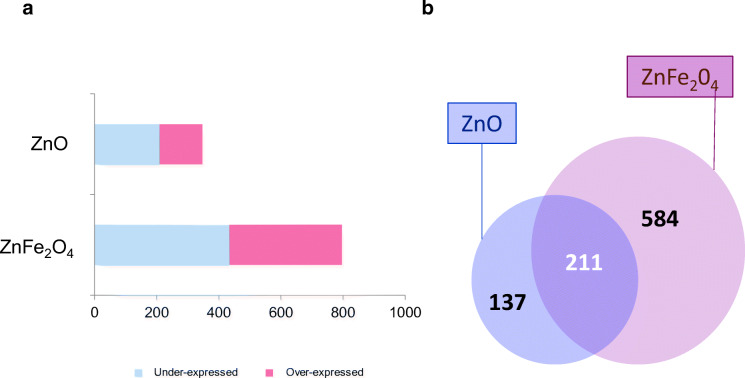
Histogram of proteomic data (**a**). Data for the total differentially produced proteins (DPP). Venn diagram (**b**) showing common DPP between cells exposed to ZnO and ZnFe_2_O_3_ NPs

To assess the molecular pathways, we also analyzed DEP by using the IPA software. Table 4 indicates the final ranking of the selected canonical pathways (*p* value ≤ 0.05) together with the number of deregulated proteins involved for each condition, and the enrichment score for each significantly deregulated pathway. Indeed, protein synthesis with the eIF2 signaling pathway, stress response with mitochondrial dysfunction, and sirtuin signaling were the most affected functions. Indeed, 16 and 30 DEP were found to be linked to eIF2 signaling following exposure to NPs ZnO and ZnFe_2_O_4_, respectively.

**Table 4:**
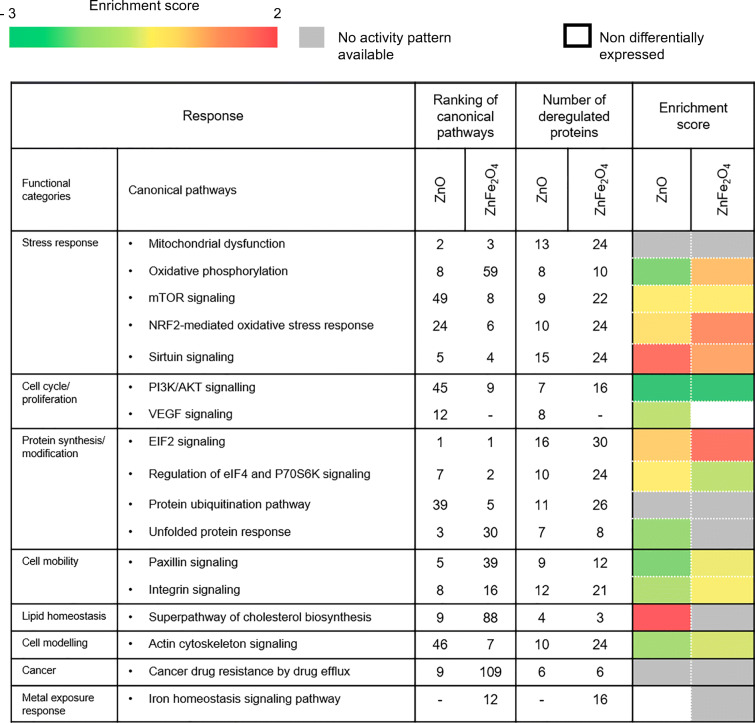
Ranking of selected canonical pathways and number of deregulated produced proteins involved in each condition

Interestingly, IPA analysis revealed a trend toward activation of the eIF2 pathway following both exposures, in the protein synthesis cluster. Similarly, in the stress response cluster, 15 and 24 of DEP were linked to sirtuin signaling and 13 and 24 of DEP were ranked in mitochondrial dysfunction in cells exposed to ZnO and ZnFe_2_O_4_ NPs, respectively.

The superpathway of cholesterol biosynthesis in lipid biosynthesis cluster revealed a positive enrichment score with following exposure to ZnO NPs namely a predicted activation, as sirtuin pathway, as well as deregulation of VEGF signaling that was specific to ZnO exposure. On the other hand, this pathway was not suggested as activated following exposure to ZnFe_2_O_4_ NPs. In addition, the metal exposure response included the iron homeostasis signaling pathway which was deregulated only after exposure to ZnFe_2_O_4_ NPs, not after exposure to ZnO NPs, confirming a role of iron at an ionic level.

Moreover, the most deregulated proteins, namely 23 after ZnO exposure and 28 after ZnFe_2_O_4_ exposure, have been analyzed on STRING 10.5 version (http://string-db.org/). Overexpressed (in red) and underexpressed (in blue) proteins revealed six common clusters following ZnO (Fig. 7a) and ZnFe_2_O_4_ exposures (Fig. 7b). Those clusters were referred to as “cytoskeleton modeling” with 2 proteins that were identically deregulated after both exposures, “oxidative stress,” “protein synthesis” with mainly underexpressed proteins, “immune response,” and “zinc-related proteins.”

**Fig. 7:**
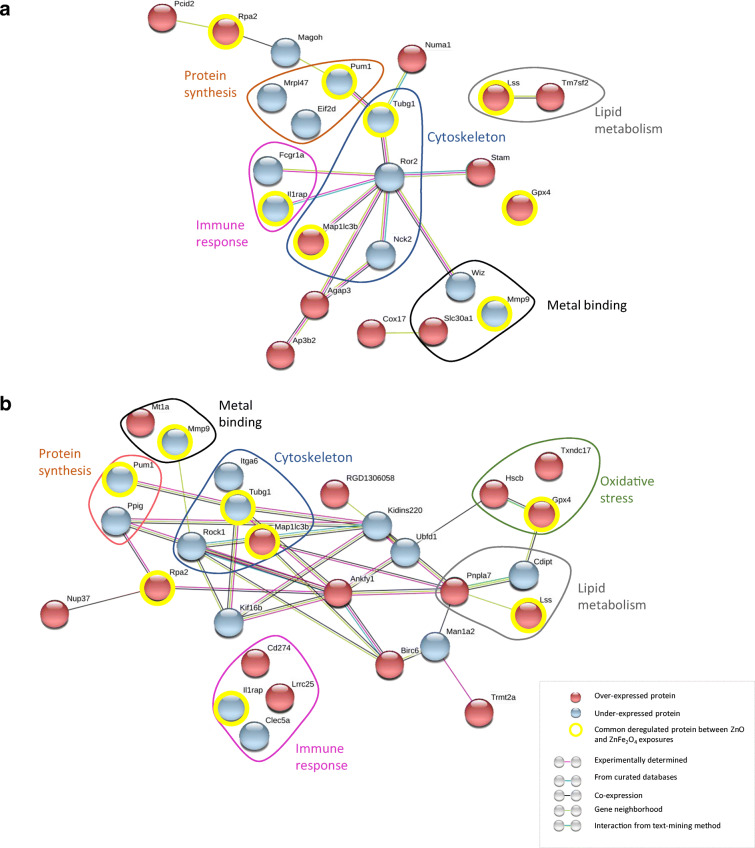
The main strongly deregulated proteins in NR8383 cells exposed to both ¼ IC_50_ doses of ZnO NPs (**a**) and ZnFe_2_O_4_ NPs (**b**) during 24 h. Proteins ratio (**a**): 16 × 10^6^ ≤ R_ZnO_ ≤ 0.18; protein ratio (**b**) 6 × 10^6^ ≤ R_ZnFe2O4_ ≤ 2.6 × 10^−7^

From the list of these deregulated proteins, eight proteins were common following both exposures studied, namely Il1rap, Gpx4, Lss, Mmp9, Pum1, Rpa2, Tubg1, and Map1lc3b (circled in yellow in Fig. 7). Also, comparison of both DEP (Fig. 7) and DEG (Fig. 5) showed that Slc30a1 and Mt1a were overexpressed at transcriptional and protein levels in cells exposed to ZnO and ZnFe_2_O_4_ NPs, respectively.

## Discussion

The cellular response to exposure to sub-toxic doses of nanoparticles of metal oxides has been investigated using a rat alveolar pulmonary NR8383 macrophage model. The aim was to decipher transcriptional and proteomic signatures in cells.

Cell viability analyses following exposure of NR8383 macrophages to increasing doses of ZnO, ZnFe_2_O_4_, and Fe_2_O_3_ clearly highlight the higher cytotoxic potential of ZnO, followed by ZnFe_2_O_4_ and thereafter Fe_2_O_3._

Physicochemical properties of NPs, especially size and specific surface area, have been reported to affect cell viability. Indeed, nanoscaled particles are known to be significantly more toxic than microscaled particles (Li et al. 2018; Zhang et al. 2018). Here, in our experimental conditions, we showed that ZnO NPs display the larger primary size and the lower specific area, suggesting that ZnO toxicity in this model could be attributed to other properties such as their solubility, morphology, or presence of Zn. Our data are in agreement with the reported toxicity of ZnO in rat epithelial and pulmonary cell models as well as in in PMA-differentiated THP-1 monocytic cells to a macrophage-like phenotype (Safar et al. 2018; Wiemann et al. 2016). Moreover, the ZnO NPs toxicity potential seems to be cell-type dependent as similar concentrations of ZnO NPs do not lead to any cytotoxicity in exposed human monocyte THP1 cells and in human umbilical vein endothelial cells (Chen et al. 2017; Gong et al. 2017). However, this cell-type–dependent toxicity of ZnO needs to be confirmed on a larger panel of cells and tissues. This would be a unique opportunity to better define the mechanism of adverse health effects on exposure to ZnO. In our model, Fe_2_O_3_ NPs affect NR8383 macrophages’ viability only at the highest dose used (200 μg/mL), supporting the anterior finding that Fe_2_O_3_ is rather a “passive” NPs (Wiemann et al. 2016). Besides, ZnFe_2_O_4_ NPs demonstrate an intermediate dose-dependent effect on NR8383 cells, between those of ZnO and Fe_2_O_3_ NPs. As ZnFe_2_O_4_ NPs are composed of 5–10 wt% of ZnO and 10–15 wt% Fe_2_O_3_, we could postulate that ZnFe_2_O_4_ toxicity relies mainly on the toxic potential of ZnO. As (i) WST-1 may be reduced by NADPH oxidases and (ii) ZnO may activate superoxide formation by triggering p47phox, we assayed cell viability using resazurin reduction (Alamar blue™), that is reduced by the first enzyme of the mitochondrial respiratory chain, NADPH dehydrogenase. Fifty percent of the latter enzyme which occurred with 5.5 μg/mL of ZnO correspond to 16.0 μg/mL for succinate dehydrogenase (data not shown). One can reasonably assume that the IC_50_ of cell viability is comprised between both values. Furthermore, when IC_50_ of viability is taken into account, the average of IC_50%_ was 10.8 ± 5.23 μg/mL. For ZnFe_2_O_4_, IC_50_ were 98.0, 58, and 68 when respectively calculated with Spearman and Karber method of resofurin, LDH, and tetrazolium salts. The calculated average was 74.7 ± 20.9 μg/mL which was statistically different at *p* < 0.05 of the average of ZnO, demonstrating higher in vitro toxicity of the latter NPs.

Following exposure to sub-toxic concentrations of NPs (¼ IC_50_), molecular pathways are supposed to produce an adaptive response in order to maintain the cellular homeostasis in front of the induced disturbances and may confer a resistance or an adaptation following the aggression of the toxic (Jennings 2013). Therefore, the pathways of both toxicity and adaptive responses are important to explore, in order to understand the exact cellular reaction to NPs exposure. So, we realized a transcriptome and a proteome exploration after 4 h and 24 h of exposure of NR8383 cells to the ¼IC_50_ of ZnO and ZnFe_2_O_4_ NPs, respectively. As far as we know, this is the first transcriptome and proteome study for ZnFe_2_O_4_ NPs reported.

One of the aims of the work was to decipher key molecular pathways and/or functions associated with NR8383 cell response to sub-toxic doses of ZnO and ZnFe_2_O_4_ NPs. Therefore, the most deregulated genes were involved in metal homeostasis. Indeed, the metallothioneins *Mt1a* and *Mt2a* were commonly overexpressed at the transcriptional level. Exposure to ZnO and ZnFe_2_O_4_ NPs leads also to specific deregulation of other effectors involved in metal homeostasis. Indeed, *Slc30a1* and *Wdr45* were respectively increased following exposure to ZnO and ZnFe_2_O_4_ NPs. Noteworthy is the upregulation of Zn transporter *Slc30a1*after exposure to Zn element which has already been observed following an in vivo exposure of Zn to piglets (Chai et al. 2014). Moreover, the higher amount of Zn element found in cells exposed to ZnO NPs, in addition to their soluble potential, could be related to the transient expression of Zn-dependent proteins, such as those encoded by *Slc30a* genes, *Zfand2b*, *Zgpat*, *Zfp637*, or *Zfyve19* (Table S1a and S1b).

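These 4 genes encode zinc-binding proteins, and all were above 0 without passing the test. Zfand2b, a zinc-finger protein linked to the proteasome, was at a log2 fold change of 0.27 (standard error 0.08, adjusted p = 0.724 from limma) and lay higher on every ZnO array than on any control array. Zfp637, a zinc-finger protein, was at 0.18 (standard error 0.08, adjusted p = 0.855). The zinc-finger repressor Zgpat was at 0.09 (standard error 0.07, adjusted p = 0.956), and Zfyve19, which carries a lipid-binding FYVE zinc finger, was at 0.05 (standard error 0.07, adjusted p = 0.988). Of the 4, 1 was higher (Zfand2b) and 0 were lower at an unadjusted p under 0.05.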

A metal exposure response was also evidenced following the analysis of proteomic data with IPA™ software; *Mmp9* was highly downregulated for both studied exposures (Fig. 7). The iron homeostasis signaling pathway was only deregulated after exposure to ZnFe_2_O_4_ (Table 4). Our results are in agreement with those of Tuomela et al. (2013) who demonstrated an overexpression of different metallothioneins as a gene signature of three different immune cell lines after the exposure to ZnO NPs. Other recent studies revealed as well the expression of MTs after exposure to Zn, nano-ZnO, or micro-ZnO (Chai et al. 2014; Safar et al. 2018; Yang et al. 2017).

The overexpression of metallothioneins is an indicator of an adaptive response that plays a role in defense mechanisms against oxidative stress. Indeed, they are known to efficiently trap oxygen species (ROS) as well as Zn ions (Vallee 1995; Sato and Kondoh 2002; Vašák 2005; Lindeque et al. 2010). In this study, metallothioneins were not the only indicator of oxidative stress. After 24 h of exposure to NPs ZnO and ZnFe_2_O_4_, deregulated proteins were mainly involved in mitochondrial dysfunction, oxidative phosphorylation, and sirtuin pathways. Our data are in agreement with previous studies (Aude-Garcia et al. 2016; Chevallet et al. 2016; George and Ahmad 2016; Niska et al. 2015). Altogether, these findings suggest that the regulation of these pathways might help cells capture and fix Zn^2+^ and reduce the oxidative effect induced by ZnO and ZnFe_2_O_4_ NPs.

One of the consequences of oxidative stress is the accumulation of cholesterol (Gesquière et al. 1999). Indeed, overexpression of proteins involved in cholesterol synthesis has been revealed in both studied exposures. At sub-toxic doses of exposure to ZnO and ZnFe_2_O_4_ NPs for 24 h, the overexpression of the Gpx4 protein could be a response to cholesterol synthesis. The Gpx4 enzyme has important biological functions; it is particularly known for its action against lipid peroxidation of cells and its inhibition induces cell death by ferroptosis (Maiorino et al. 2018). All these results suggest that the induction of oxidative stress would cause lipid accumulation and drop antiperoxidative capacity of the cells, which could justify the overexpression of the Gpx4 enzyme.

Moreover, cholesterol production control occurs in the endoplasmic reticulum (ER). Thus, when the mechanism of cholesterol production is altered, it induces ER stress (Sozen and Ozer 2017).

In this present study, we revealed the significant deregulation of different pathways related to protein homeostasis, namely eIF2, eIf4/p70S6K, and unfolded protein response signaling. 

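Transcripts of the stress pathways that act on translation did not pass the test one by one. The integrated stress response follows phosphorylation of eIF2 and switches on Atf4 targets. Of its 30 measured genes, 0 were higher and 0 lower at an adjusted p under 0.05 from limma, and 0 when adjusted over the list alone. Past an unadjusted p under 0.05 were 0 higher and 1 lower (Ddit4, an inhibitor of mTOR, -0.23, adjusted p = 0.744). Ddit3, the transcription factor CHOP, was at 0.19 (adjusted p = 0.868), and Slc7a5, an amino acid transporter, at 0.42 (adjusted p = 0.894). The list did not shift in camera (adjusted p = 0.549). The unfolded protein response raises chaperones of the ER when misfolded proteins accumulate there. None of its 30 measured genes was higher or lower by limma, over all probes or adjusted over the list alone, with 0 higher and 1 lower at an unadjusted p under 0.05. That gene was Pdia3, an ER disulfide isomerase, at -0.16 (adjusted p = 0.830), and the transcription factor Xbp1 was at -0.13 (adjusted p = 0.932). These genes were chosen after their values were seen. Camera's adjusted p was 0.0916 for the unfolded protein response, and under 0.05, with a shift downwards, with quantile normalization (with or without normexp background correction), no filter on dim probes or no variance moderation, and without control replicate 3 or ZnO replicate 3; the list's median was above 0 with spike-in centring and with the deposited table.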

Anterior proteomic studies showed that ZnO NPs induce disturbance of proteins involved in protein synthesis by deregulating structural constituent of ribosomes in human monocyte-derived macrophage but not in Jurkat cells (Tuomela et al. 2013). The fundamental difference between these findings concerns the cell line type used. In our study, the main altered gene expression was involved in the ribosome biogenesis and several translation initiation factors such as *eIF3k* and *eIF2β*, as well as 40S and 60S ribosomal subunits such as *Rpl36a*, *Rpl9*, or *Rpl14* genes, and transcription factors such as *Atf7* and *Atf3*. It should be noticed that the latest one, *Atf3*, has a binding site on the promoter sequence of the two upregulated genes that code for zinc-finger proteins *Zfand2A* and *Znrf4* after ZnFe_2_O_4_ exposure. These zinc-finger proteins are also involved in the protein synthesis cluster (LifeMap sciences, GeneCards Suite® Knowledgebase, version 4.9).

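After ZnO, none of these 7 genes passed limma's test, and 0 were past an unadjusted p under 0.05. The paper does not say here after which NP each was altered, and its results place Atf3 in the ZnFe2O4 signature. Atf3, a stress-induced transcription factor, had the largest value, a log2 fold change of 0.32 (standard error 0.15, adjusted p = 0.866). Eif2s2, which encodes eIF2β, was at 0.18 (standard error 0.10, adjusted p = 0.908) and Eif3k, a subunit of eIF3, at 0.01 (standard error 0.08, adjusted p = 0.999). The proteins of the large ribosomal subunit Rpl36a, Rpl14 and Rpl9 were at 0.09 (standard error 0.09), 0.01 (standard error 0.07) and -0.02 (standard error 0.15), and the transcription factor Atf7 was at -0.02 (standard error 0.08), and at -0.19 by its other tested probe. The sign of Eif3k, Rpl14, Rpl9 and Atf7 turned under at least 1 other normalization.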

It is also important to note that the proteomics results revealed a specific and significant deregulation of the VEGF pathway following exposure of cells to ZnO NPs through inhibition of Acta1 and Actn1, among others. This pathway was predicted to be inhibited in NR8383 cells following exposure to ZnO NPs during 24 h (Table S2). Coherently, Tada-Oikawa et al. (2015) described the vascular endothelial growth factor pathway to be negatively regulated by ZnO NPs on human endothelial cells suggesting that these effects are based on the concentration of released Zn^2+^. In contrast, other studies have demonstrated activation of the VEGF pathway following exposure of human dermal fibroblasts to ZnO NPs (Augustine et al. 2014). These differences could be due to the nature of exposed cell lines that are from two different embryonic origins. Therefore, inhibition of the VEGF pathway in NR8383 cells suggests a cytoskeleton defect and may be a migration default induced by ZnO NPs. As far as we know, no previous study has shown a disturbance of the VEGF pathway by ZnO NPs in macrophages.

## Conclusion

Altogether, our results along with previous reports clearly demonstrate the hazard effects associated to the exposure of ZnO and ZnFe_2_O_4_ NPs. These compounds are already used in several products, from toothpaste to antibacterial gels and food, without a deep knowledge of how the human body could respond to exposure, whether short or long term. From the results obtained, ZnO NPs are by far the most cytotoxic NPs of the three NPs studied on NR8383, followed by ZnFe_2_O_4_ NPs and then Fe_2_O_3_ NPs. Cytotoxicity is related to the presence of the Zn element.

Also, based on this study, we suggest the metallothioneins *Mt1a* and *Mt2A* as exposure biomarkers of both NPs ZnO and ZnFe_2_O_4_, biomarkers that were validated by Figueira et al. (2012). Moreover, according to the transcriptome and proteome profiles, ZnO and ZnFe_2_O_4_ NPs induce ER stress that could be a molecular initiating event. This is highlighted by the deregulation of eIF2 pathway and dysfunction of cholesterol biosynthesis. Both NPs also induce oxidative stress by dysregulation of genes and proteins involved in mitochondrial functions, oxidative phosphorylation, and sirtuin homeostasis. However, the VEGF pathway was specific to ZnO exposure and iron homeostasis pathway specific to ZnFe_2_O_4_ exposure.

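Transcripts of cholesterol biosynthesis enzymes, which the factor SREBP2 induces when sterols run low, showed no shift after 4 h of ZnO. The paper's result on cholesterol biosynthesis comes from proteins after 24 h, which were not analysed here. Of 24 measured genes, 0 were higher and 0 lower at an adjusted p under 0.05 from limma, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05. Log2 fold changes ran from -0.29 to 0.18, and 9 of the 24 were above 0. Idi1, an isomerase of the isoprenoid steps, was at the upper end, at a log2 fold change of 0.18 (adjusted p = 0.894). It was chosen after its value was seen. Camera's adjusted p for the list was 0.856.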

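Hmox1, the heme-degrading enzyme that oxidants and metals induce, was at a log2 fold change of 1.13 (standard error 0.22, adjusted p = 0.414 from limma over all probes) after ZnO. Srxn1, which restores oxidized peroxiredoxins, was at 0.34 (standard error 0.07, adjusted p = 0.418). Among the 32 measured targets of NRF2, the main factor of the oxidative stress response, 0 were higher and 0 lower over all probes, and Hmox1 and Srxn1 were the 2 that were higher when adjusted over the list alone. Of the 32, 4 were higher and 0 lower at an unadjusted p under 0.05. The list as a whole did not shift in camera (adjusted p = 0.137) except without control replicate 3, while fry's test for changes in either direction gave an adjusted p of 0.0394. For oxidative phosphorylation, the paper's conclusion names genes and proteins, while its discussion rests on proteins after 24 h, which were not analysed here. Subunits of oxidative phosphorylation build the respiratory chain and ATP synthase of mitochondria, and their transcripts were measured after 4 h. Of 76 measured, 0 were higher and 0 lower by limma, also when adjusted over the list alone, and 4 were higher and 0 lower at an unadjusted p under 0.05. Among them was Cox7c, of cytochrome c oxidase, at 0.28 (adjusted p = 0.495). The genes named here were chosen after their values were seen. Camera's adjusted p was 0.226 for this list, with a shift upwards only under normexp with the 75th percentile, without control replicate 3 and without ZnO replicate 3.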

Finally, it is obvious that further studies under realistic biological conditions rather than artificial environment of culture cells should be done, to elucidate the mechanism of action of these nanometric structures.

## Electronic supplementary material

ESM 1

# Supplementary material for: Protein and lipid homeostasis altered in rat macrophages after exposure to metallic oxide nanoparticles
**Source:** Cell Biol Toxicol. 2019 Jul 27;36(1):65–82. doi: 10.1007/s10565-019-09484-6
**Supplement:** Supplementary file 1

**Supplementary Data**

Supplementary Table 1a. Overexpressed genes that encode for zinc-dependent proteins in NR8383 cells after 4 h of exposure to 4 µg/mL of ZnO.

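The table lists genes whose proteins bind or carry zinc, such as zinc-finger proteins, palmitoyltransferases of the DHHC family and zinc importers, with the fold that the study gives for each. Of its 18 entries, 17 were measured on the arrays. The entry Slc30a carries no number and was left out of the list. The gene of this family that the paper names by number after ZnO is Slc30a1. It rose here, at a log2 fold change of 1.37 (adjusted p = 0.00276 from limma), so the counts below do not cover it. None of the 17 was higher or lower at an adjusted p under 0.05 from limma, and 0 when adjusted over the list alone; this list was chosen by the study on ZnO-exposed cells, so it is not independent evidence of its direction. At an unadjusted p under 0.05, 5 were higher and 0 lower. The transcripts ran from -0.09 for Dzip1l, a protein of the cilium base, to 0.27, and 14 were above 0. Zfp956, a zinc-finger gene, was at a log2 fold change of 0.24 (standard error 0.06, adjusted p = 0.606) by its brightest probe and at -0.19 by its other tested probe, Zbtb8os at 0.21 (standard error 0.08, adjusted p = 0.823), Znrd1, a subunit of RNA polymerase I now named Polr1h, at 0.19 (standard error 0.08, adjusted p = 0.825), and Zfpl1, a Golgi protein, at 0.19 (standard error 0.07, adjusted p = 0.818). The zinc importers Slc39a3 and Slc39a4 were at 0.01 and -0.01 (standard errors 0.09 and 0.13). Rbck1, a ubiquitin ligase subunit, was at 0.02, Zdhhc16 at 0.03, Zdhhc12 at 0.04, Zfp511 at 0.01, Zfp358 at 0.00 and Zfp524 at -0.01 (-0.18 by its other tested probe); the sign of these and of Slc39a3, Slc39a4 and Dzip1l turned under at least 1 other normalization. The list's median was 0.04, but -0.00 with median centring, and camera gave a shift upwards (adjusted p = 0.00688; adjusted p = 0.694 with an estimated correlation; fry, adjusted p = 0.410, and 0.00513 for changes in either direction). The call was lost with spike-in centring, the deposited table, no filter on dim probes, array weights or a replicate block, and without ZnO replicate 1. Long transcripts, a list to watch for RNA quality, moved downwards in camera (adjusted p = 0.0183; adjusted p = 0.800 with an estimated correlation).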

| **ID gene** | **Gene name** | **Fold Change** |
| --- | --- | --- |
| Slc30a | Solute carrier family 30 | 4,80 |
| Zfand2b | AN1-type zinc finger protein 2B | 4,20 |
| Zgpat | Zinc finger CCCH-type with G patch domain-containing protein | 3,39 |
| Zfp637 | Zinc fingerprotein 637 | 3,15 |
| Zfyve19 | Zinc Finger FYVE Domain-ContainingProtein 19 | 3,12 |
| Znrd1 | Zinc Ribbon Domain Containing 1 | 2,97 |
| Zbtb8os | Zinc Finger And BTB Domain Containing 8 Opposite Strand | 2,85 |
| Rbck1 | RANBP2-Type And C3HC4-Type Zinc Finger Containing 1 | 2,63 |
| Zfpl1 | Zinc Finger Protein Like 1 | 2,50 |
| Slc39a3 | Solute Carrier Family 39 Member 3 | 2,45 |
| Zfp524 | Zinc finger protein 524 | 2,45 |
| Slc39a4 | Solute Carrier Family 39 Member 4 | 2,42 |
| Zfp511 | Zinc finger protein 511 | 2,31 |
| Zdhhc16 | Zinc Finger DHHC-Type Containing 16 | 2,23 |
| Zdhhc12 | Zinc Finger DHHC-Type Containing 12 | 2,21 |
| Zfp956 | Zinc finger protein 956 | 2,12 |
| Zfp358 | Zinc finger protein 358 | 1,81 |
| Dzip1l | DAZ Interacting Zinc Finger Protein 1 Like | 1,59 |

Supplementary Table 1b. Overexpressed genes that encode for zinc-dependent proteins in NR8383 cells after 4 h of exposure to 17 µg/mL of ZnFe_2_O_4_.

| **ID gene** | **Gene name** | **Fold Change** |
| --- | --- | --- |
| Zfpl637 | Zinc FingerProteinLike623 | 3,57 |
| Znrf4 | Zinc And Ring Finger 4 | 7,69 |
| Zfand2a | Zinc Finger AN1-Type Containing 2A | 12,57 |

Supplementary Table 2. Profile of expressed proteins involved in VEGF pathway deregulated following exposure to 4 µg/mL of ZnO.

| **ID gene** | **Gene name** | **Ratio** |
| --- | --- | --- |
| RAP1B | Ras-related protein Rap-1b | 0,73 |
| RAF1 | RAF proto-oncogene serine/threonine-protein kinase | 1,98 |
| RALA | Ras-related protein Ral-A | 0,57 |
| YWHAE | Tyrosine 3-Monooxygenase/Tryptophan 5-Mono oxygenase Activation Protein Epsilon | 0,84 |
| RAP1A | Ras-related protein Rap-1A | 0,71 |
| ACTA1 | Actin, alpha skeletal muscle | 0,19 |
| ACTN1 | Alpha-actinin-1 | 0,92 |
| EIF2S2 | Eukaryotic translation initiation factor 2 subunit beta | 0,74 |

How the deposited data were processed for this re-analysis (not part of the article)

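RNA of NR8383 rat alveolar macrophages was measured 4 h after exposure to ZnO NPs (3 biological replicates) and in unexposed cells (4 biological replicates), with 1 array of the one-color Agilent rat design for each replicate. The paper gives a dose of 4 µg/mL for the ZnO NPs and the sample labels give 2 µg/mL; both are kept here, and the samples were grouped only as exposed and unexposed. The paper's arrays of ZnFe2O4-exposed cells, its proteome data and its viability data were not analysed here.

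The authors extracted the arrays with Agilent Feature Extraction 11.0.1.1, which gives for each spot a background-subtracted intensity, detrended within the array, and the authors then used percentile normalization in GeneSpring, with the test and the percentile not named in the paper's text or its supplement. The deposited files of single arrays hold that intensity, without normalization between arrays. The deposited table of all arrays, although called normalized, holds the scanner's median intensity of each spot, with all spots of every array equal to it. Its value columns were used as an alternative. Control spots were removed, which left 58717 spots on each array and 45598 probes. For gene names, 21109 probes were matched by the accession of their transcript and 7108 by symbol or synonym to the current rat annotation, and 17381 kept the name in the files. Probe positions are those of the files, on rn4.

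For each array, the log2 intensity minus the log2 of the array's 75th percentile over all non-control spots was taken, and spots of 1 probe were averaged, leaving out spots that Feature Extraction marked as outliers. A probe was tested when it was well above background on all arrays of at least 1 group (20043 probes). Exposed and unexposed cells were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment over the probes tested. The study's thresholds are an adjusted p under 0.001 and a fold change over 1.5. A gene is said to have risen or fallen at an adjusted p under 0.05. Each gene takes the value of its brightest tested probe, apart from Slfn3, which takes the 1 probe that the files name so; the current annotation lists it with the probes of Slfn4. Standard errors and 95% intervals are those of limma. Array files were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6 and with data.table 1.17.8, and the plot was drawn with matplotlib 3.10.9.

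Gene lists were fixed before the data were examined, as were the rule for named genes, the comparisons and the first set of alternative settings. The lists are metallothioneins, zinc transporters, the zinc-dependent genes of Table S1a, cytosolic and mitochondrial ribosomal proteins, translation initiation factors, eIF4/p70S6K and mTOR signalling, the integrated stress response, the unfolded protein response, the heat shock response, the NRF2 and oxidative stress response, oxidative phosphorylation, the proteasome, ubiquitin conjugation, cholesterol biosynthesis, iron homeostasis, inflammatory cytokines and NF-kB targets, interferon-stimulated genes, macrophage identity, lysosome and v-ATPase, immediate-early genes, p53 targets, mitosis, DNA replication, chromatin remodelling and Mediator, long transcripts, glycolysis and hypoxia, the VEGF proteins of Table S2, and markers of lymphocytes, epithelial cells, fibroblasts, endothelial cells and neutrophils. Lists were tested with limma's camera at an inter-gene correlation of 0.01, adjusted over all lists, and beside it with camera at an estimated correlation and with fry. A list with fewer than 2 measured genes was not tested. The adjustment and the counts of lists include 1 further list whose result is not given here.

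Genes are named by this rule: every gene that the paper names for its transcript after ZnO; the 10 genes with the largest rises and the 10 with the largest falls past the study's thresholds whose exposed replicates all lie on 1 side of the unexposed ones, measured well above background on every array and with a gene symbol; and, of each list, up to 3 members at an adjusted p under 0.05 in the direction most members moved and 1 in the other direction. The paper's own values were known when the rule was written. Genes named outside it are said to be chosen after their values were seen.

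That first set was quantile normalization, centring on the median or on the 278 spots of the E1A spike-in probes, normexp background correction (offset 50) with the 75th percentile or with quantile normalization, the deposited table, no filter on dim probes, only probes well above background on all arrays, saturated spots left out, no variance moderation, a trended and robust variance, array weights, the replicate number as a block (control replicate 4 alone in its block, so that it adds nothing to the comparison), each array left out in turn, other thresholds, the mean of all probes of a gene, and the other list tests. A slide block could not be fitted, because all arrays lay on 1 slide with 1 scan. Added after seeing the data were the deposited table centred on its 75th percentile, and the log2 of each array's 75th percentile as a covariate. The replicate numbers were not taken as pairs. The correlation between the residuals of exposed and unexposed replicates of 1 number was -0.09, 0.21 and -0.23. Across arrays, the correlation of log2 intensities ran from 0.990 to 0.997. The number of arrays limits the precision of each value. The pipeline was tested on simulated data with known changes.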

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

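The tests of explanations given here, and the setting with array brightness as a covariate, were chosen after the results were seen. In the unexposed replicates, the value of 1 replicate stood far from the other 3 for Zeb2 in control replicate 4 (1.17), Eif3k in control replicate 3 (4.03) and Rpl9 in control replicate 4 (6.07), as log2 intensities relative to the array's 75th percentile. These are 3 of 52 groups tested, where chance gives 2.6.

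Apart from Mt2A, Mt1a and Slc30a1, 7 probes that the paper does not discuss were higher in exposed cells at an adjusted p under 0.05 from limma. FQ220235, at a log2 fold change of 3.23, has its probe between those of Mt1a and Mt2A on chromosome 19 of rn4, 5822 bases from the latter. ENSRNOT00000058957 was at 2.99, and the longest stretch that its probe shares with that of FQ220235 is 11 bases, against 5 with Mt1a and 6 with Mt2A. Cers1, which makes ceramides with a long fatty acid, was at 1.37 (standard error 0.08, adjusted p = 0.00126), and Tmco4, a membrane protein, at 0.95 (standard error 0.07, adjusted p = 0.00543). Cers1 lost its call with spike-in centring, normexp with the 75th percentile, the deposited table, also when centred on its 75th percentile, and a replicate block, with its log2 value as low as 0.63 with normexp and the 75th percentile, and Tmco4 with spike-in centring, the deposited table, no filter on dim probes and a replicate block. LOC102552371 was at 0.68 (standard error 0.07, adjusted p = 0.0258) and the zinc-finger gene Zfp472 at 0.70 (standard error 0.07, adjusted p = 0.0388); each lost its call without any 1 of the 7 arrays, and with median or spike-in centring, the deposited table, no filter on dim probes or a replicate block. Zfp472 lost it also with normexp background correction, without variance moderation and with a trended and robust variance, with its log2 value as low as 0.47, and, like AI071904, with the deposited table centred on its 75th percentile. The transcript AI071904 was fitted at 3.71 (adjusted p = 0.0258) but was not well above background on any control array, so that it was at least 3.08-fold higher under this background correction, against a fitted log2 value of 0.93 with normexp; its call was lost with normexp background correction, no filter on dim probes, no variance moderation or a replicate block, without any 1 of the control replicates and without ZnO replicate 3. They were singled out after their values were seen.

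For the count of 10 probes at an adjusted p under 0.05, chance cannot be excluded, which speaks of the count and not of each probe: 2 of the 35 splits of the arrays into 4 and 3 gave as many or more, the real one included, and the highest other split gave 35. That split parts control replicates 3 and 4 and ZnO replicate 1 from the rest, and 1 of the 35 splits, this one, has so low a mean array brightness, which points to a structure of the samples along array brightness. With array brightness as a covariate, 7 of the 10 probes still passed, which argues against brightness as the whole cause. The other 3 lost their call. For 2 of them the fold stayed, so that the loss lies in the precision of that fit: the log2 fold change of LOC102552371 was 0.68 (adjusted p = 0.0650) and the log2 fold change of Zfp472 0.70 (adjusted p = 0.100). The log2 fold change of AI071904 is known only as a bound (at least 3.08-fold under this background correction), and its adjusted p was 0.120. Exposure and place on the slide stay open and cannot be told apart, since each column of the slide held 1 group.

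For the count of 6 lists that passed camera, 4 of the 35 splits gave as many, with 10 as the highest other, so that chance cannot be excluded for the count; among them, the metallothionein list kept its call under all 23 alternatives other than those added after seeing the data. The mean change of the 30 genes with a fold in the paper other than Mt1a, Mt2A and Slc30a1, taken in the paper's direction, was 0.08 on the log2 scale; 2 of the 35 splits gave as much, with 0.09 as the highest other, and chance cannot be excluded there either.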

How the results depend on the processing

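The deposited table centred on its 75th percentile and array brightness as a covariate were chosen after seeing the data; the other alternatives were not. Past the study's thresholds, 4 probes passed, with 1 under no filter on dim probes, 0 without variance moderation, 0 with a replicate block, 10 at an adjusted p under 0.05 with the same fold, 26 at an unadjusted p under 0.001 with the same fold, and 2 to 4 without 1 replicate (2 without control replicate 1, control replicate 4 or ZnO replicate 3). At an adjusted p under 0.05, 10 probes passed, with 5 under E1A spike-in centring, 6 with the deposited table, 5 under no filter on dim probes and 4 with a replicate block, and 7 to 14 without 1 replicate. The count rose to 15 with array weights and to 14 with a trended and robust variance, with 4 lower in each. Of the gene lists, 6 passed camera, with 3 under median centring, 1 under spike-in centring, 1 with the deposited table, 3 with array weights, 1 with a replicate block, 1 with an estimated correlation, 2 with fry, and 2 to 11 without 1 replicate (2 without control replicate 1, control replicate 4 or ZnO replicate 1, 3 without ZnO replicate 2 and 11 without control replicate 3). The cause was not tested for most settings, apart from what they themselves change. No filter adjusts over more probes, other thresholds admit others, and the replicate block both drops control replicate 4 and leaves fewer degrees of freedom. For the deposited table, centring on its 75th percentile raised the probes at an unadjusted p under 0.05 from 88 to 712. Those at an adjusted p under 0.05 went from 6 to 7. The lack of centring between arrays thus goes with much of the loss in the unadjusted count. Of the 3 genes of the paper that passed, Mt1a (3.33 to 3.50) and Mt2A (5.18 to 5.95) passed under all 21 alternatives other than these, while Slc30a1 (1.25 to 1.47) did not pass under 4 of them. For the 47 genes named in the comparison, 986 values kept their call in 936 cases and lost it in 50, and none gained one or reversed; for the lists, 687 of 759 kept it, 57 lost it and 15 gained it. Genes and lists near 0 changed sign in part, 19 of 47 genes and 31 of 33 lists under at least 1 alternative. Spike-in and median centring move all genes alike, to a median of 0.09 and -0.04 over all probes, so that a change of sign under them shows only that a value lies near 0. A slide block was not run, as all arrays share 1 slide. Leaving out saturated spots changed nothing, because no spot was saturated.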

Differences from the paper's values

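The paper reports 985 differentially expressed genes after ZnO, and 4 probes passed the same thresholds here. Of the paper's, 885 were higher and 100 lower, against 4 higher and 0 lower here (1187 probes at an unadjusted p under 0.05 from limma, and from 36 with spike-in centring to 2659 with array weights). None of the 23 alternatives set before the data were examined brought a count within the paper's. With the study's thresholds kept, the totals ran from 0 to 6, with 0 lower throughout; with other thresholds they reached 26, 18 of them higher and 8 lower, at an unadjusted p under 0.001 with the same fold.

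For the metal genes, the paper's fold is 28 for Mt1a, 130 for Mt2A and 4 for Slc30a1, and the folds here were 10.6, 56.9 and 2.59. The bounds of the 95% intervals nearest to the paper's folds were 12.7, 70.2 and 3.02. Under the 21 alternatives set before the data were examined, the folds ran from 10.0 to 11.3 for Mt1a, from 36.4 to 61.7 for Mt2A and from 2.38 to 2.77 for Slc30a1, and all of these still differ from the paper's. Read on base e, a reading chosen after the values were seen, the log values here give 30.0 for Mt1a and 3.95 for Slc30a1. These lie close to the folds of the paper's text, which are whole numbers. Mt2A would be at 341, far above its fold there, and on base 10 all 3 lie above the paper's. No 1 base brings all 3 together. All 3 genes are higher after ZnO both here and in the paper. Slc30a1 did not pass the study's thresholds here (adjusted p = 0.00276), but did with normexp background correction under both normalizations, with a trended and robust variance and with array weights, and with the deposited table centred on its 75th percentile, an alternative chosen after seeing the values, which drops neither Mt1a nor Mt2A at an adjusted p under 0.05.

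For the genes of Fig. 5a that the paper gives as higher, its folds are 7 for Pla2g16, 7 for S100a4, 6 for Rps14, 5 for Rps27 and 5 for Mrps15, and those here were 1.12, 1.12, 1.06, 1.08 and -1.07, a negative sign standing for a lower value after ZnO. For the genes that it gives as lower, the paper's folds of decrease are 31 for Tp53inp1 (written Tp53inp), 23 for Slfn3, 16 for Akap9, 24 for Rock1, 14 for Zeb2, 6 for Smarca5, 11 for Smarcad1 and 10 for Med13. Here the folds of decrease were 1.29 for Tp53inp1, -1.05 for Slfn3, 1.00 for Akap9, -1.06 for Rock1, 1.01 for Zeb2, 1.03 for Smarca5, 1.03 for Smarcad1 and 1.14 for Med13, a negative sign standing for a higher value after ZnO.

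For the genes of Supplementary Table 1a, the paper's folds are 4.20 for Zfand2b, 3.39 for Zgpat, 3.15 for Zfp637, 3.12 for Zfyve19, 2.97 for Znrd1, 2.85 for Zbtb8os, 2.63 for Rbck1, 2.50 for Zfpl1, 2.45 for Slc39a3, 2.45 for Zfp524, 2.42 for Slc39a4, 2.31 for Zfp511, 2.23 for Zdhhc16, 2.21 for Zdhhc12, 2.12 for Zfp956, 1.81 for Zfp358 and 1.59 for Dzip1l. Here they were, in this order, 1.20, 1.06, 1.13, 1.04, 1.14, 1.16, 1.02, 1.14, 1.01, -1.01, -1.01, 1.01, 1.02, 1.02, 1.18, 1.00 and -1.07. For none of these 30 genes did any of the 21 alternatives set before the data were examined give a fold that no longer differs from the paper's, or pass the test; the lowest adjusted p over all of them was 0.105. No change of log base brings the series of folds together, since the folds here lie near 1 whatever the paper's size.

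Of these 30 genes, 24 have the paper's sign here, a tally that 5 of the 35 splits of the arrays into 4 and 3 reach, with 27 as the highest other, and none passed limma's test (6 were past an unadjusted p under 0.05, 5 higher and 1 lower). The paper gives Slfn3 and Rock1 as lower after ZnO, and the probe that the files name Slfn3 was at a log2 fold change of 0.07 here and Rock1 at 0.09. It gives Mrps15 as higher, at -0.10 here. Eif3k, Eif2s2, Rpl36a, Rpl9, Rpl14, Atf7 and Atf3 are named as altered, without the NP given for each. None of the 7 passed after ZnO here (0 at an unadjusted p under 0.05). The paper's results place Atf3 in the ZnFe2O4 signature, so its value here is no difference from the paper. For eIF4/p70S6K and mTOR signalling, the paper gives a predicted activation after ZnO, from a pathway tool on its own gene calls. The transcripts of that list were at a median of -0.04 here, but at 0.06 with spike-in centring and 0.02 with the deposited table, with 0 members past limma's test (0 higher and 5 lower at an unadjusted p under 0.05).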

Other observations

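The tests of explanations given here were chosen after the results were seen. Inflammatory genes of the macrophages did not pass the test after ZnO one by one: of 22 measured cytokines and NF-kB targets, 0 were higher and 0 lower by limma, also when adjusted over the list alone, and 1 was higher and 2 were lower at an unadjusted p under 0.05. The chemokine Ccl2, which recruits monocytes, was at a log2 fold change of 0.87 (standard error 0.24, adjusted p = 0.648) and the chemokine Ccl4 at -0.42 (standard error 0.11, adjusted p = 0.643). Camera's adjusted p was 0.389 for this list. For 25 interferon-stimulated genes, the counts were 0 and 0, also when adjusted over the list alone and at an unadjusted p under 0.05 (camera, adjusted p = 0.243, with a shift only without control replicate 3). Of 22 genes of macrophage identity, 0 were higher and 0 lower, also when adjusted over the list alone, with 2 higher and 1 lower at an unadjusted p under 0.05, among them the lipid carrier Apoe at 0.27 (adjusted p = 0.787) and the growth factor receptor Csf1r at -0.28 (adjusted p = 0.810); camera's adjusted p was 0.766. Iron homeostasis, with 21 measured genes, had 0 higher and 0 lower over all probes, and 1 higher when adjusted over the list alone, the heme oxygenase gene Hmox1, which the NRF2 list also holds. It was also the 1 gene higher at an unadjusted p under 0.05, with 0 lower, and camera's adjusted p was 0.854. Genes named here outside the paper were chosen after their values were seen.

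Of 14 measured p53 targets, 0 were higher and 0 lower by limma, also when adjusted over the list alone, with 1 higher and 3 lower at an unadjusted p under 0.05. Sesn1, a stress-induced inhibitor of mTOR, was at 0.70 (standard error 0.19, adjusted p = 0.645), the death receptor gene Fas at -0.33 (adjusted p = 0.728) and the apoptosis gene Bbc3 at -0.20 (adjusted p = 0.720). Camera found no shift one way (adjusted p = 0.335), while fry's test for changes in either direction gave an adjusted p of 0.0146. Long transcripts, a list to watch for RNA quality, had 0 of 40 higher and 0 lower, also when adjusted over the list alone, with 0 higher and 5 lower at an unadjusted p under 0.05. Their median was -0.07, but 0.03 with spike-in centring, and camera gave a shift downwards (adjusted p = 0.0183; adjusted p = 0.800 with an estimated correlation; fry, adjusted p = 0.495). That call was lost with spike-in centring, the deposited table or a replicate block, and without any 1 of control replicates 1 and 4 and ZnO replicates 1 and 2.

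None of the other lists given here held a gene that passed limma's test, over all probes or adjusted over the list alone. The counts at an unadjusted p under 0.05 were 0 higher and 1 lower of 34 genes of the lysosome and v-ATPase (camera, adjusted p = 0.766), 0 and 0 of 23 immediate-early genes (0.766), 1 and 0 of 31 genes of mitosis (0.766), 0 and 1 of 31 of DNA replication (0.856), 0 and 0 of 54 of chromatin remodelling and Mediator (0.766), 1 and 1 of 22 of glycolysis and hypoxia (0.766), and 0 and 0 of the 8 genes of the VEGF proteins of Table S2 (0.856). Of markers of other cell types, 2 of lymphocytes, 3 of fibroblasts, 3 of endothelial cells and 4 of neutrophils were measured, with 0 higher and 0 lower in each at an unadjusted p under 0.05 (camera, adjusted p = 0.595, 0.856, 0.856 and 0.601). Of the epithelial markers, 1 was measured, too few for a test.

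Apart from Mt1a, Mt2A and Smarca5, 15 genes that the paper names for their transcript after ZnFe2O4 were measured, Atf3 included, with its Rpl1 read as Rplp1. After ZnO, none of these 15 was higher or lower by limma (1 at an unadjusted p under 0.05, higher), and the highest value was 0.32, for Atf3. The lowest adjusted p of them was 0.728, for the zinc-finger gene Zfand2a, at 0.30. Wdr45 was at -0.04 and Alas1, the first enzyme of heme synthesis, at 0.06.

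The count of 4 probes past the study's thresholds is small beside the paper's. Chance is argued against for these 4 but not excluded. Of 35 splits, 1, the real one, gave as many, which is the smallest share possible, and the highest other gave 0. The 4 may not be independent, as the probe of FQ220235 lies 381 bases from that of Mt1a. Exposure and place on the slide cannot be told apart for them. A mislabelled array is argued against by Mt2A, whose lowest ZnO array lay 5.42 log2 units above the highest control array. Too little precision is argued against for the 30 other genes, since the interval of 0 of them reached the paper's fold. For the count it stays open in part. In simulated sets with 985 changed probes, a mean of 627 probes passed the study's thresholds. Of the probes changed 1.5-fold there, 11.9% passed, and of those changed 2-fold, 58.3%. With 200 changed probes, these shares were 2.8% and 43.8%. The processing choices that were run are argued against. At most 6 probes passed the study's thresholds under them, and 26 an unadjusted p under 0.001 with the same fold. A hypothesis that stays open is a lower dose than the paper's, as the labels give; it may account for a smaller response, but 1 dose was measured, so it cannot be told apart from other differences between these arrays and those behind Fig. 3. Whether the arrays used for Fig. 3 are these 7 could not be tested.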
